# The *Caenorhabditis elegans* Female-Like State: Decoupling the Transcriptomic Effects of Aging and Sperm Status

**DOI:** 10.1534/g3.117.300080

**Published:** 2017-07-26

**Authors:** David Angeles-Albores, Daniel H. W. Leighton, Tiffany Tsou, Tiffany H. Khaw, Igor Antoshechkin, Paul W. Sternberg

**Keywords:** epistasis, genetic interactions, aging, life cycle, RNA-seq, germline sex determination

## Abstract

Understanding genome and gene function in a whole organism requires us to fully comprehend the life cycle and the physiology of the organism in question. *Caenorhabditis elegans* XX animals are hermaphrodites that exhaust their sperm after 3 d of egg-laying. Even though *C. elegans* can live for many days after cessation of egg-laying, the molecular physiology of this state has not been as intensely studied as other parts of the life cycle, despite documented changes in behavior and metabolism. To study the effects of sperm depletion and aging of *C. elegans* during the first 6 d of adulthood, we measured the transcriptomes of first-day adult hermaphrodites and sixth-day sperm-depleted adults, and, at the same time points, mutant *fog-2(lf)* worms that have a feminized germline phenotype. We found that we could separate the effects of biological aging from sperm depletion. For a large subset of genes, young adult *fog-2(lf)* animals had the same gene expression changes as sperm-depleted sixth-day wild-type hermaphrodites, and these genes did not change expression when *fog-2(lf)* females reached the sixth day of adulthood. Taken together, this indicates that changing sperm status causes a change in the internal state of the worm, which we call the female-like state. Our data provide a high-quality picture of the changes that happen in global gene expression throughout the period of early aging in the worm.

Transcriptome analysis by RNA-seq (Mortazavi *et al.* 2008) has allowed for in-depth analysis of gene expression changes between life stages and environmental conditions in many species (Gerstein *et al.* 2014; Blaxter *et al.* 2012). *Caenorhabditis elegans*, a genetic model nematode with extremely well-defined and largely invariant development (Sulston and Horvitz 1977; Sulston *et al.* 1983), has been subjected to extensive transcriptomic analysis across all stages of larval development (Hillier *et al.* 2009; Boeck *et al.* 2016; Murray *et al.* 2012) and many stages of embryonic development (Boeck *et al.* 2016). Although RNA-seq was used to develop transcriptional profiles of the mammalian aging process soon after its invention (Magalhães *et al.* 2010), few such studies have been conducted in *C. elegans* past the entrance into adulthood.

A distinct challenge to the study of aging transcriptomes in *C. elegans* is the hermaphroditic lifestyle of wild-type individuals of this species. Young adult hermaphrodites are capable of self-fertilization (Sulston and Brenner 1974; Corsi *et al.* 2015), and the resulting embryos will contribute RNA to whole-organism RNA extractions. Most previous attempts to study the *C. elegans* aging transcriptome have addressed the aging process only indirectly, or relied on the use of genetically or chemically sterilized animals to avoid this problem (Murphy *et al.* 2003; Halaschek-Wiener *et al.* 2005; Lund *et al.* 2002; McCormick *et al.* 2012; Eckley *et al.* 2013; Boeck *et al.* 2016; Rangaraju *et al.* 2015). In addition, most of these studies obtained transcriptomes using microarrays, which are less accurate than RNA-seq, especially for genes expressed at low levels (Wang *et al.* 2014).

Here, we investigate what we argue is a distinct state in the *C. elegans* life cycle. Although *C. elegans* hermaphrodites emerge into adulthood replete with sperm, after ∼3 d of egg-laying the animals become sperm-depleted and can only reproduce by mating. This marks a transition into what we define as the endogenous female-like state. This state is behaviorally distinguished by increased male-mating success (Garcia *et al.* 2007), which may be due to an increased attractiveness to males (Morsci *et al.* 2011). This increased attractiveness acts at least partially through production of volatile chemical cues (Leighton *et al.* 2014). These behavioral changes are also coincident with functional deterioration of the germline (Andux and Ellis 2008), muscle (Herndon *et al.* 2002), intestine (McGee *et al.* 2011), and nervous system (Liu *et al.* 2013), changes traditionally attributed to the aging process (Golden and Melov 2007).

To decouple the effects of aging and sperm loss, we devised a two-factor experiment. We examined wild-type XX animals at the beginning of adulthood (before worms contained embryos, referred to as first-day adults) and after sperm depletion (6 d after the last molt, which we term sixth-day adults). Second, we examined feminized XX animals that fail to produce sperm but are fully fertile if supplied with sperm by mating with males (see Figure 1). We used *fog-2* null mutants to obtain feminized animals. *fog-2* is involved in germ-cell sex determination in the hermaphrodite worm and is required for sperm production (Schedl and Kimble 1988; Clifford *et al.* 2000). *C. elegans* defective in sperm formation will emerge from the larval stage as female adults. As time moves forward, these spermless worms only exhibit changes related to biological aging. As a result, *fog-2(lf)* mutants should show fewer gene changes during the first 6 d of adulthood compared with their egg-laying counterparts that age and also transition from egg-laying into a sperm-depleted stage.

**Figure 1:**
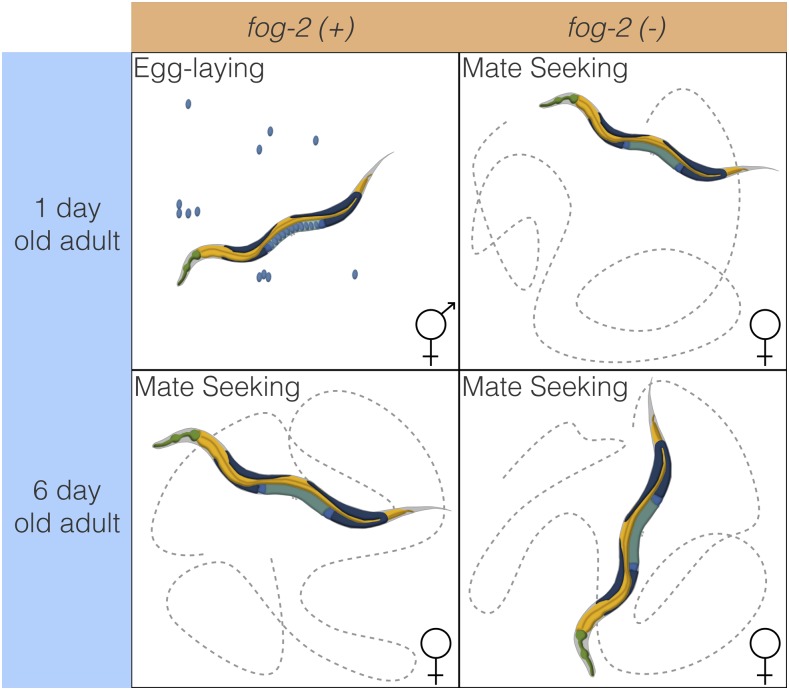
Experimental design to identify genes associated with sperm loss and aging. Studying the wild-type worm alone would measure time- and sperm-related changes at the same time, without allowing us to separate these changes. Studying the wild-type worm and a *fog-2(lf)* mutant would enable us to measure sperm-related changes but not time-related changes. By mixing both designs, we can measure and separate both modules.

Here, we show that we can detect a transcriptional signature associated with loss of hermaphroditic sperm marking entrance into the endogenous female-like state. We can also detect changes associated specifically with biological aging. Biological aging causes transcriptomic changes consisting of 5592 genes in *C. elegans*. 4552 of these changes occurred in both genotypes we studied, indicating they do not depend on sperm status. To facilitate exploration of the data, we have generated a website where we have deposited additional graphics, as well as all of the code used to generate these analyses: https://wormlabcaltech.github.io/Angeles_Leighton_2016.

## Materials and Methods

### Strains

Strains were grown at 20° on NGM plates containing *E. coli* OP50. We used the laboratory *C. elegans* strain N2 as our wild-type strain (Sulston and Brenner 1974). We also used the N2 mutant strain JK574, which contains the *fog-2(q71)* allele, for our experiments.

### RNA extraction

Synchronized worms were grown to either young adulthood or the sixth day of adulthood prior to RNA extraction. Synchronization and aging were carried out according to protocols described previously (Leighton *et al.* 2014). 1000–5000 worms from each replicate were rinsed into a microcentrifuge tube in S basal (5.85 g/liter NaCl, 1 g/liter ${\text{K}}_{2}{\text{HPO}}_{4},$ 6 g/liter ${\text{KH}}_{2}{\text{PO}}_{4}$), and then spun down at 14,000 rpm for 30 sec. The supernatant was removed and 1 ml of TRIzol was added. Worms were lysed by vortexing for 30 sec at room temperature and then 20 min at 4°. The TRIzol lysate was then spun down at 14,000 rpm for 10 min at 4° to allow removal of insoluble materials. Thereafter, the Ambion TRIzol protocol was followed to finish the RNA extraction (MAN0001271 rev. date: 13 Dec 2012). Three biological replicates were obtained for each genotype and each time point.

### RNA-seq

RNA integrity was assessed using an RNA 6000 Pico Kit for Bio-Analyzer (Agilent Technologies #5067–1513) and mRNA was isolated using a NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, NEB, #E7490). RNA-seq libraries were constructed using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB #E7530), following manufacturer’s instructions. Briefly, mRNA isolated from ∼1 μg of total RNA was fragmented to the average size of 200 nt by incubating at 94° for 15 min in first-strand buffer, cDNA was synthesized using random primers and ProtoScript II Reverse Transcriptase, followed by second-strand synthesis using Second Strand Synthesis Enzyme Mix (NEB). Resulting DNA fragments were end-repaired, dA-tailed and ligated to NEBNext hairpin adaptors (NEB #E7335). After ligation, adaptors were converted to the ‘Y’ shape by treating with USER enzyme, and DNA fragments were size-selected using Agencourt AMPure XP beads (Beckman Coulter #A63880) to generate fragment sizes between 250 and 350 bp. Adaptor-ligated DNA was PCR amplified, followed by AMPure XP bead clean-up. Libraries were quantified with Qubit dsDNA HS Kit (ThermoFisher Scientific #Q32854) and the size distribution was confirmed with High Sensitivity DNA Kit for Bioanalyzer (Agilent Technologies #5067–4626). Libraries were sequenced on Illumina HiSeq2500 in single-read mode with a read length of 50 nt, following manufacturer’s instructions. Base calls were performed with RTA 1.13.48.0 followed by conversion to FASTQ with bcl2fastq 1.8.4.

### Statistical analysis

#### RNA-seq analysis:

RNA-seq alignment was performed using Kallisto (Bray *et al.* 2016) with 200 bootstraps. Kallisto was run in single-end read mode, setting the average fragment length of 200bp, and a standard deviation of 60bp for all samples. Differential expression analysis was performed using Sleuth (Pimentel *et al.* 2016). The following general linear model (GLM) was fitted:

$$\log\left(y_{i}\right)=\beta_{0,i}+\beta_{G,i}\cdot G+\beta_{A,i}\cdot A+\beta_{A::G,i}\cdot A\cdot G,$$

where $y_{i}$ is the TPM count for the *i*th gene; $\beta_{0,i}$ is the intercept for the *i*th gene; $\beta_{X,i}$ is the regression coefficient for variable *X* for the *i*th gene; *A* is a binary age variable indicating first-day adult (0) or sixth-day adult (1); *G* is the genotype variable indicating wild type (0) or *fog-2(lf)* (1); and $\beta_{A::G,i}$ refers to the regression coefficient accounting for the interaction between the age and genotype variables in the *i*th gene. Genes were called significant if the FDR-adjusted q-value for any regression coefficient was <0.1. Our script for differential analysis is available on GitHub.

Regression coefficients and TPM counts were processed using Python 3.5 in a Jupyter Notebook (Pérez and Granger 2007). Data analysis was performed using the Pandas, NumPy and SciPy libraries (McKinney 2011; Van Der Walt *et al.* 2011; Oliphant 2007). Graphics were created using the Matplotlib and Seaborn libraries (Waskom *et al.* 2016; Hunter 2007). Interactive graphics were generated using Bokeh (Bokeh Development Team 2014).

Tissue, phenotype, and gene ontology enrichment analyses (TEA, PEA, and GEA, respectively) were performed using the WormBase Enrichment Suite for Python (Angeles-Albores *et al.* 2016, 2017a). Briefly, the WormBase Enrichment Suite accepts a list of genes and identifies the terms with which these genes are annotated. Terms are annotated by frequency of occurrence, and the probability that a term appears at this frequency under random sampling is calculated using a hypergeometric probability distribution. The hypergeometric probability distribution is extremely sensitive to deviations from the null distribution, which allows it to identify even small deviations from the null.

### Data availability

Strains are available from the *Caenorhabditis* Genetics Center. All of the data and scripts pertinent to this project, except the raw reads, can be found on our Github repository https://github.com/WormLabCaltech/Angeles_Leighton_2016. Supplementary Material, File S1 contains the list of genes that were altered in aging regardless of genotype. File S2 contains the list of genes and their associations with the *fog-2(lf)* phenotype. File S3 contains genes associated with the female-like state. Raw reads were deposited to the Sequence Read Archive under the accession code SUB2457229.

## Results and Discussion

### Decoupling time-dependent effects from sperm-status via GLMs

In order to decouple time-dependent effects from changes associated with loss of hermaphroditic sperm, we measured wild-type and *fog-2(lf)* adults at the first-day adult stage (before visible embryos were present) and sixth-day adult stage, when all wild-type hermaphrodites have laid all their eggs (see Figure 1), but mortality is still low (<10%) (Stroustrup *et al.* 2013). 

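RNA was sequenced from adults of 2 genotypes on 2 days of adulthood, day 1 and day 6, with 3 biological replicates in each of the 4 conditions, 12 libraries in all. Wild type was N2, the laboratory reference strain, whose XX adults are self-fertile hermaphrodites. The *fog-2(lf)* strain carries a loss-of-function allele of *fog-2*, a germline gene that XX animals need to make sperm, so its XX adults make oocytes only. For each library the authors deposited the estimated counts and TPM of 32905 isoforms, made with kallisto, a pseudoaligner, against WBcel235 transcripts. The paper gives a mean fragment length of 200 with an SD of 60 for this step; the effective lengths in the files match a mean of 260, with an SD of 60 in replicate 1 of first-day wild type and of 50 in the other 11 libraries. Estimated counts summed to 21162593 to 33446580 per library in first-day wild type (median 31522295, n = 3). In sixth-day wild type they summed to 27205950 to 28317413 (median 27584354, n = 3). They summed to 31868584 to 38775999 in first-day *fog-2(lf)* (median 33152327, n = 3) and to 27195796 to 37749220 in sixth-day *fog-2(lf)* (median 33940219, n = 3). The paper states fewer mapped reads per replicate, and the values given here use the totals in the files. The estimated counts were rounded and tested with edgeR's quasi-likelihood test on libraries scaled by TMM, a scaling that takes most isoforms to be unchanged. A single model with age, genotype and their interaction was fitted to the 12 libraries, with first-day wild type as the reference, as in the paper's model. Signatures were counted over 21695 isoforms, and named genes and gene lists were tested on the counts of each gene's isoforms added up, over 14560 genes. A coefficient was called at a Benjamini-Hochberg adjusted p under 0.1, the paper's threshold for its q-value. The scaling could change the numbers, since the 10 most abundant isoforms took 9.45% to 17.4% of the counts in the first-day wild-type libraries and 3.72% to 8.62% in the others.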

We obtained 16–19 million reads mappable to the *C. elegans* genome per biological replicate, which enabled us to identify 14,702 individual genes totaling 21,143 isoforms (see Figure 2A).

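Transcripts of 14701 genes were detected in these adults, as 21143 isoforms with at least 5 estimated counts in at least 47% of the libraries. All 24 genes named in the paper's text or added with them, from the neuropeptide gene *flp-6* to the lifespan regulators *daf-12* and *daf-16*, were measured well enough to be tested. Abundance covered a wide range: in first-day wild type, *vit-2*, which encodes a yolk protein, was at 36640 ± 16680 CPM (SD, n = 3), while *egl-46*, which encodes a zinc finger transcription factor of neurons, was at 0.315 ± 0.0478 CPM (SD, n = 3). The first principal component of the libraries held 29.0% of the variance and separated the first-day from the sixth-day libraries of both genotypes. Replicates of a condition correlated with a Spearman coefficient of 0.915 to 0.937 across isoforms, which are not independent replicates, and differed by more than the sampling noise in every pair. The coefficient of variation between replicates beyond counting noise was 0.518 for isoforms and 0.240 for genes, so an isoform needed a larger change than a gene to pass the test.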

**Figure 2:**
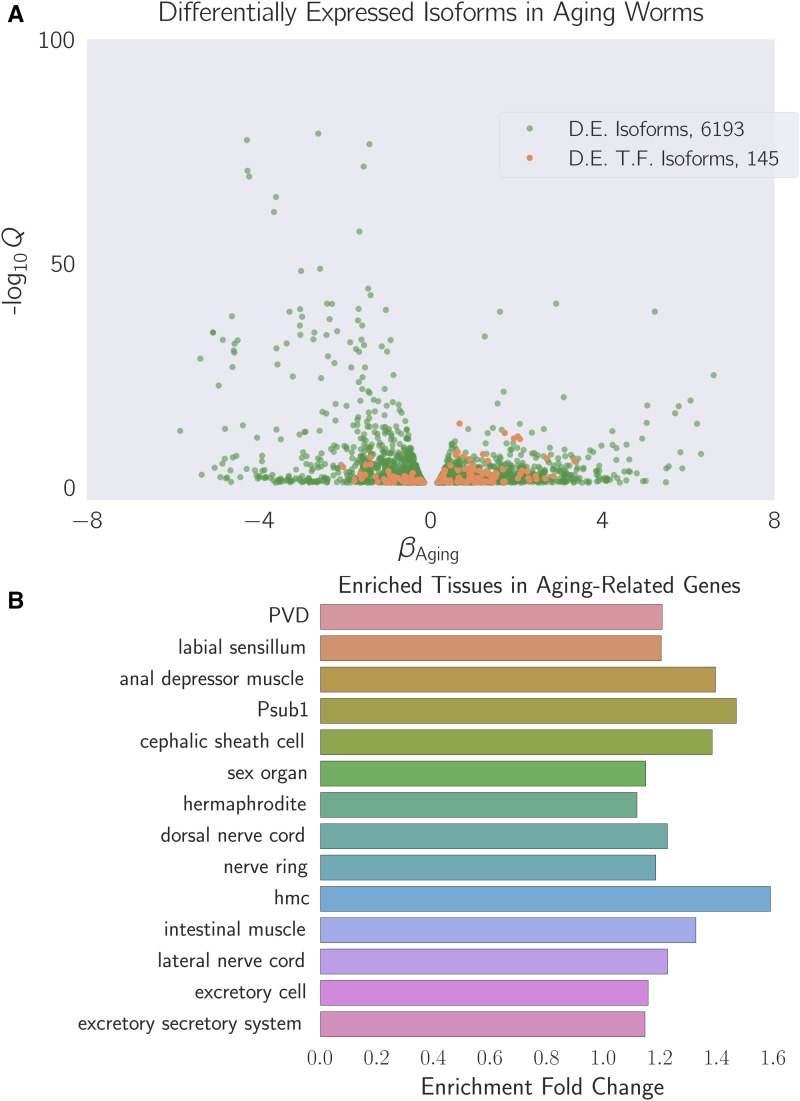
(A) Differentially expressed isoforms in the aging category. We identified a common aging expression signature between N2 and *fog-2(lf)* animals, consisting of 6193 differentially expressed isoforms totaling 5592 genes. The volcano plot is randomly down-sampled 30% for ease of viewing. Each point represents an individual isoform. $\beta_{\text{Aging}}$ is the regression coefficient. Larger magnitudes of *β* indicate a larger log-fold change. The *y*-axis shows the negative logarithm of the *q*-values for each point. Green points are differentially expressed isoforms; orange points are differentially expressed isoforms of predicted transcription factor genes (Reece-Hoyes *et al.* 2005). An interactive version of this graph can be found on our website. (B) Enriched tissues in aging-associated genes. Tissue enrichment analysis (Angeles-Albores *et al.* 2016) showed that genes associated with muscle tissues and the nervous system are enriched in aging-related genes. Only statistically significantly enriched tissues are shown. Enrichment fold change is defined as Observed/Expected. hmc, head mesodermal cell.

One way to analyze the data from this two-factor design is by pairwise comparison of the distinct states. However, such an analysis would not make full use of all the statistical power afforded by this experiment. Another method that makes full use of the information in our experiment is to perform a linear regression in three dimensions (two independent variables, age and genotype, and one output). A linear regression with one parameter (age, for example) would fit a line between expression data for young and old animals. When a second parameter is added to the linear regression, said parameter can be visualized as altering the y-intercept, but not the slope, of the first line (see Figure 3A). When the variables are categorical, as in this case, this model is called a General Linear Model (GLM).

**Figure 3:**
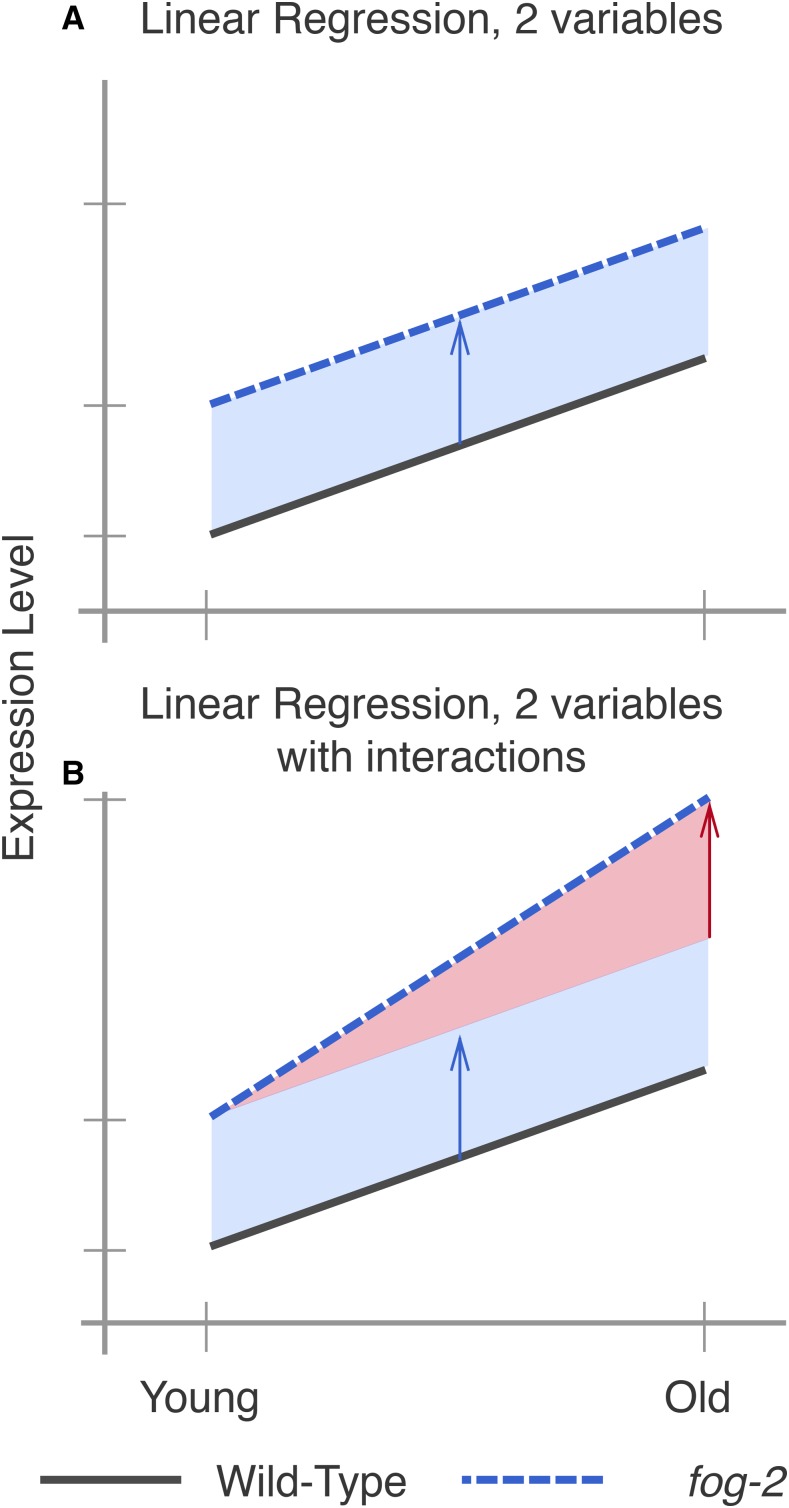
Explanation of linear regressions with and without interactions. (A) A linear regression with two variables, age and genotype. The expression level of a hypothetical gene increases by the same amount as worms age, regardless of genotype. However, *fog-2(lf)* has higher expression of this gene than the wild type at all stages (blue arrow). (B) A linear regression with two variables and an interaction term. In this example, the expression level of this hypothetical gene is different between wild-type worms and *fog-2(lf)* (blue arrow). Although the expression level of this gene increases with age, the slope is different between wild type and *fog-2(lf)*. The difference in the slope can be accounted for through an interaction coefficient (red arrow).

Although a simple linear model is often useful, sometimes it is not appropriate to assume that the two variables under study are entirely independent. For example, in our case, three out of the four time point/genotype combinations we studied did not have sperm, and sperm status is associated with both the *fog-2(lf)* self-sterile phenotype and biological age of the wild-type animal. One way to statistically model such correlation between variables is to add an interaction term to the linear regression. This interaction term allows extra flexibility in describing how changes occur between conditions. For example, suppose a given theoretical gene *X* has expression levels that increase in a *fog-2*-dependent manner, but also increase in an age-dependent manner. However, aged *fog-2(lf)* animals do not have the expression levels of *X* that would be expected from adding the effect of the two perturbations; instead, the expression levels of *X* in this animal are considerably above what is expected. In this case, we could add a positive interaction coefficient to the model to explain the effect of genotype on the y-intercept as well as the slope (see Figure 3B). When the two perturbations affect a single genetic pathway, these interactions can be interpreted as epistatic interactions.

For these reasons, we used a GLM with interactions to identify a transcriptomic profile associated with the *fog-2(lf)* genotype independently of age, as well as a transcriptomic profile of *C. elegans* aging common to both genotypes. The change associated with each variable is referred to as *β*; this number, although related to the natural logarithm of the fold change, is not equal to it. However, it is true that larger magnitudes of *β* indicate greater change. Thus, for each gene we performed a linear regression, and we evaluated whether the *β* values associated with each coefficient were significantly different from 0 via a Wald test corrected for multiple hypothesis testing. A coefficient was considered to be significantly different from 0 if the q-value associated with it was <0.1.

### A quarter of all genes change expression between the 1st day of adulthood and the 6th day of adulthood in C. elegans

We identified a transcriptomic signature consisting of 5592 genes that were differentially expressed in sixth-day adult animals of either genotype relative to first-day adult animals (see File S2). This constitutes slightly less than a quarter of the genes in *C. elegans*. 

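Between the first and the sixth day of adulthood, 6708 isoforms of 5897 genes changed in wild type, 3198 of them higher and 3510 lower on the sixth day (edgeR quasi-likelihood test, Benjamini-Hochberg). Expression of *acdh-1*, which encodes an acyl-CoA dehydrogenase of propionate breakdown, fell from 517 ± 153 CPM to 5.52 ± 2.31 CPM (SD, n = 3 each). On the log2 scale this was -6.55 (standard error 0.47, adjusted p = 6.4e-06, edgeR quasi-likelihood test, Benjamini-Hochberg), and the gene lies on chromosome I from 6497436 to 6499560 (WBcel235). The folate transporter gene *folt-2* (chromosome V, 2872465 to 2875600) fell by 8.50 on the log2 scale (standard error 0.72, adjusted p = 1.5e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). Among the largest increases, B0238.12 (chromosome V, 5265844 to 5268828) rose from 0.281 ± 0.204 CPM to 45.8 ± 8.18 CPM (SD, n = 3 each). This is a log2 fold change of 7.28 (standard error 0.48, adjusted p = 4.7e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). F48C1.9 (chromosome I, 5332249 to 5332780) rose by 7.68 (standard error 0.69, adjusted p = 2.2e-05 from the same edgeR test). In *fog-2(lf)*, 5686 isoforms of 4944 genes changed between the same days, 2600 higher and 3086 lower. All 4 genes moved the same way there: *acdh-1* by -6.43 (standard error 0.46), *folt-2* by -6.74 (standard error 0.67), B0238.12 by 5.03 (standard error 0.41) and F48C1.9 by 8.13 (standard error 0.70), on the log2 scale. Without replicate 3 of first-day *fog-2(lf)*, the count in *fog-2(lf)* was 3553. Scaled by library totals alone, the median log2 fold change of all genes with age was 0.42 in wild type and 0.10 in *fog-2(lf)*. The share of higher calls was then 80.9% in place of 47.7% in wild type and 60.8% in place of 45.7% in *fog-2(lf)*; limma on log2(TPM + 0.5) put it at 79.7% in wild type and 51.1% in *fog-2(lf)*.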

TEA (Angeles-Albores *et al.* 2016) showed that nervous tissues, including the “nerve ring”, “dorsal nerve cord”, “PVD”, and “labial sensillum”, were enriched in genes that become differentially expressed through aging. Likewise, certain muscle groups (“anal depressor muscle” and “intestinal muscle”) were enriched (see Figure 2B). 

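Among genes of neuronal function more were higher than lower with age in wild type, while among those of the muscle filaments more were lower. Of 29 pan-neuronal and transmitter genes 11 were higher on the sixth day, 2 were lower and 16 did not pass (11 and 2 when adjusted over the list alone). Expression of *sbt-1*, which encodes a chaperone of the neuropeptide convertase EGL-3 and lies on chromosome V from 20827715 to 20828881 (WBcel235), rose by 0.85 on the log2 scale (standard error 0.16, adjusted p = 0.0015, edgeR quasi-likelihood test, Benjamini-Hochberg). The convertase gene *egl-3* rose by 0.59 (standard error 0.19, adjusted p = 0.032 from the same edgeR test), and *unc-104*, the kinesin of synaptic vesicles, by 0.59 (standard error 0.18). Of 30 FMRFamide-like peptide genes, 14 were higher, 1 was lower and 15 did not pass (15 and 1 when adjusted over the list alone). Of 63 other neuropeptide genes, 31 were higher, 9 were lower and 23 did not pass (32 and 9 when adjusted over the list alone). Of 34 myofibril genes, 20 were lower, 2 were higher and 12 did not pass (21 and 2 when adjusted over the list alone). Troponin T gene *tnt-2* (chromosome X, 8721546 to 8723550) fell from 333 ± 17.0 CPM to 31.7 ± 5.95 CPM (SD, n = 3 each), a log2 fold change of -3.39 (standard error 0.28, adjusted p = 1.2e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). The regulatory myosin light chain gene *mlc-2* fell by 2.47 (standard error 0.17, adjusted p = 6.4e-06 from the same edgeR test). As sets under limma's camera, the lists had an adjusted p = 0.458 (neuronal), 0.451 (FMRFamide-like), 0.552 (other neuropeptides) and 0.448 (myofibril) with an estimated correlation. Most of these counts moved by under 1.5 times when 1 library was left out. The 14 FMRFamide-like genes became 9 without replicate 1 of first-day or of sixth-day wild type. The 2 lower neuronal genes became 1 without replicate 2 of first-day wild type, replicate 1 or 3 of sixth-day wild type or replicate 2 of first-day *fog-2(lf)*, and 0 without replicate 2 of sixth-day wild type. The 2 higher myofibril genes, *ttn-1* and *unc-112*, became 1, 9 and 0 without replicates 1, 2 and 3 of first-day wild type, and 0 without replicate 2 or 3 of sixth-day wild type. The gene *unc-112* was named after its values were seen. With age in *fog-2(lf)* fewer members of the neuronal lists were higher. There 3 of the 29 neuronal genes were higher and 10 lower. Of the 30 FMRFamide-like genes 2 were higher and none lower, and of the 63 other neuropeptide genes 5 were higher and 5 lower. The interaction was negative and passed for 8 neuronal, 6 FMRFamide-like and 11 other neuropeptide genes. It was positive and passed for 1 FMRFamide-like gene, and 21, 23 and 52 genes did not pass. Camera gave an adjusted p = 0.391, 0.461 and 0.547 for it. Without replicate 1 of first-day wild type the negative calls became 3, 5 and 7.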

GEA (Angeles-Albores *et al.* 2017a) revealed that genes that were differentially expressed during the course of aging were enriched in terms involving respiration (“respiratory chain” and “oxoacid metabolic process”); translation (“cytosolic large ribosomal subunit”); and nucleotide metabolism (“purine nucleotide”, “nucleoside phosphate”, and “ribose phosphate”). 

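Genes of translation and of mitochondrial respiration fell with age in wild type. Of 82 cytosolic ribosomal protein genes, 81 were lower on the sixth day and 1, *rpl-24.2*, was higher (the same when adjusted over the list alone), with a median log2 fold change of -0.64; scaled by library totals, 35 were lower and 1 higher. The gene *rpl-39* (chromosome V, 7775742 to 7776079, WBcel235), for a protein of the large subunit, was at 389 ± 64.2 CPM on the first day and 203 ± 26.8 CPM on the sixth (SD, n = 3 each). The log2 fold change was -0.94 (standard error 0.15, adjusted p = 0.00069, edgeR quasi-likelihood test, Benjamini-Hochberg). Of 42 genes of the respiratory chain and ATP synthase, 38 were lower, none was higher and 4 did not pass (38 and 0 when adjusted over the list alone), with a median of -0.62; scaled by library totals, 23 were lower and 5 higher. The ATP synthase subunit gene *asb-2* (chromosome X, 4469766 to 4471476) fell from 216 ± 14.0 CPM to 76.4 ± 9.42 CPM (SD, n = 3 each). The log2 fold change was -1.5 (standard error 0.11, adjusted p = 6.4e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). Another, *asg-2* (chromosome X, 6841258 to 6842121), fell by 1.67 (standard error 0.13, adjusted p = 1.1e-05 from the same edgeR test). Of 32 proteasome genes, 30 were lower, none was higher and 2 did not pass (30 and 0 when adjusted over the list alone), with a median of -0.30; this direction flipped to 7 higher and 2 lower, with a median of 0.12, when libraries were scaled by their totals. The core particle gene *pas-5* fell by 0.65 (standard error 0.09, adjusted p = 0.00036, edgeR quasi-likelihood test, Benjamini-Hochberg). As sets under limma's camera, the lists had an adjusted p = 0.406 (ribosomal), 0.142 (respiratory chain) and 0.448 (proteasome) with an estimated correlation.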

PEA (Angeles-Albores *et al.* 2017a) showed that this gene list was associated with phenotypes that affect the *C. elegans* gonad, including “gonad vesiculated”, “gonad small”, “oocytes lack nucleus”, and “rachis narrow”.

To verify the quality of our dataset, we generated a list of 1056 gold-standard genes expected to be altered in sixth-day adult worms using previous literature reports, including downstream genes of *daf-12*, *daf-16*, and aging and lifespan extension datasets (Murphy *et al.* 2003; Halaschek-Wiener *et al.* 2005; Lund *et al.* 2002; McCormick *et al.* 2012; Eckley *et al.* 2013). Of 1056 standard genes, we found 506 genes in our time-responsive dataset. This result was statistically significant, with a p-value <10^–38^.

Next, we used a published compendium (Reece-Hoyes *et al.* 2005) to search for known or predicted transcription factors. We found 145 transcription factors in the set of genes with differential expression in aging nematodes. We subjected this list of transcription factors to TEA to understand their expression patterns. Six of these transcription factors were expressed in the “hermaphrodite specific neuron”, a neuron physiologically relevant for egg-laying (*hlh-14*, *sem-4*, *ceh-20*, *egl-46*, *ceh-13*, *hlh-3*), which represented a statistically significant twofold enrichment of this tissue (*q* <10^–1^). 

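Each of the 6 transcription factor genes was higher in sixth-day than in first-day wild type. Expression of *sem-4*, which encodes a zinc finger protein that specifies the hermaphrodite-specific neuron and other cells and lies on chromosome I from 7038900 to 7048832 (WBcel235), rose from 1.48 ± 0.507 CPM to 8.09 ± 2.30 CPM (SD, n = 3 each). That is a log2 fold change of 2.43 (standard error 0.28, adjusted p = 0.0001, edgeR quasi-likelihood test, Benjamini-Hochberg). The zinc finger gene *egl-46* (chromosome V, 6679123 to 6681573) rose to 2.70 ± 0.495 CPM (SD, n = 3), by 3.07 on the log2 scale (standard error 0.30, adjusted p = 3.6e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). The homeodomain gene *ceh-20* (chromosome III, 6979884 to 6981785) went from 19.9 ± 1.80 CPM to 34.7 ± 2.28 CPM (SD, n = 3 each), a log2 fold change of 0.80 (standard error 0.10, adjusted p = 0.00019, edgeR quasi-likelihood test, Benjamini-Hochberg). For *hlh-14*, *hlh-3* and *ceh-13* the log2 fold changes were 1.55 (standard error 0.44), 0.92 (standard error 0.17) and 0.87 (standard error 0.24). The 6 were also higher when adjusted over the list alone, but the study chose them on these samples, so their shared direction is not independent evidence. As a set under limma's camera they had an adjusted p = 0.142 with an estimated correlation. In first-day *fog-2(lf)*, *sem-4* and *ceh-20* were higher than in first-day wild type, at 3.69 ± 0.609 CPM and 49.3 ± 5.14 CPM (SD, n = 3 each), with log2 fold changes of 1.29 (standard error 0.28, adjusted p = 0.018) and 1.31 (standard error 0.10, adjusted p = 0.00018) from edgeR quasi-likelihood test, Benjamini-Hochberg; the other 4 did not pass. The interaction was negative and passed for 3 of the 6, and did not pass for the other 3. The age changes of *sem-4* and *ceh-20* were smaller in *fog-2(lf)* than in wild type, with interaction log2 fold changes of -1.87 (standard error 0.38, adjusted p = 0.023) and -0.83 (standard error 0.14, adjusted p = 0.016) from edgeR quasi-likelihood test, Benjamini-Hochberg.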

The term “head muscle” was also overrepresented at twice the expected level (*q* <10^–1^, 13 genes).

### The whole-organism fog-2(lf) differential expression signature

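Transcripts of *fog-2* itself were low in every *fog-2(lf)* library. The gene lies on chromosome V from 20199254 to 20200648 (WBcel235) and was at 47.8 ± 4.44 CPM in first-day wild type and 4.32 ± 0.487 CPM in first-day *fog-2(lf)* (SD, n = 3 each). Its log2 fold change was -3.47 (standard error 0.12, adjusted p = 7.9e-08, edgeR quasi-likelihood test, Benjamini-Hochberg). On the sixth day it was at 55.6 ± 2.61 CPM in wild type and 3.38 ± 0.186 CPM in *fog-2(lf)* (SD, n = 3 each). The neighbouring paralog *ftr-1* (chromosome V, 20196971 to 20198241), with which it may share reads, was at 32.2 ± 1.82 CPM and 25.7 ± 0.513 CPM on the first day (SD, n = 3 each), a log2 fold change of -0.33 (standard error 0.08, adjusted p = 0.030, edgeR quasi-likelihood test, Benjamini-Hochberg). Between the first-day groups, 1650 isoforms of 1550 genes differed, 743 of them higher and 907 lower in *fog-2(lf)*. Expression of *dhs-26* (chromosome X, 3360722 to 3362493), for a short-chain dehydrogenase, rose from 17.0 ± 5.49 CPM to 173 ± 48.0 CPM (SD, n = 3 each), a log2 fold change of 3.35 (standard error 0.33, adjusted p = 0.00044, edgeR quasi-likelihood test, Benjamini-Hochberg). The cytochrome P450 gene *cyp-14A5* (chromosome V, 5421018 to 5423282) fell by 3.32 on the log2 scale (standard error 0.28, adjusted p = 0.0002, edgeR quasi-likelihood test, Benjamini-Hochberg). Of 29 oocyte and eggshell genes, 12 were higher in *fog-2(lf)*, 2 were lower and 15 did not pass (16 and 2 when adjusted over the list alone). The maternal RNA-binding protein gene *spn-4* (chromosome V, 6783187 to 6784903) rose by 0.67 (standard error 0.09, adjusted p = 0.0027, edgeR quasi-likelihood test, Benjamini-Hochberg), and *nos-2*, a nanos-family gene, by 0.55 (standard error 0.10, adjusted p = 0.012 from the same edgeR test). The eggshell gene *perm-2* fell by 0.76 (standard error 0.19, adjusted p = 0.032, edgeR). As a set under limma's camera the oocyte list had an adjusted p = 0.580 with an estimated correlation, and its 12 became 6 without replicate 3 of first-day wild type and 5 without replicate 2 of first-day *fog-2(lf)*. The 1650 isoforms became 935 and 2765 without replicates 1 and 2 of first-day wild type, and 817, 601 and 382 without replicates 1, 2 and 3 of first-day *fog-2(lf)*. Without replicate 2 of the sixth-day libraries they became 1076 (wild type) and 1073 (*fog-2(lf)*), and with the 6 first-day libraries fitted alone, 151. DESeq2 called 3564, and the share of higher calls, 45% here, was 70.9% with libraries scaled by their totals and 62.9% with limma on log2(TPM + 0.5).

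**Figure D1:**
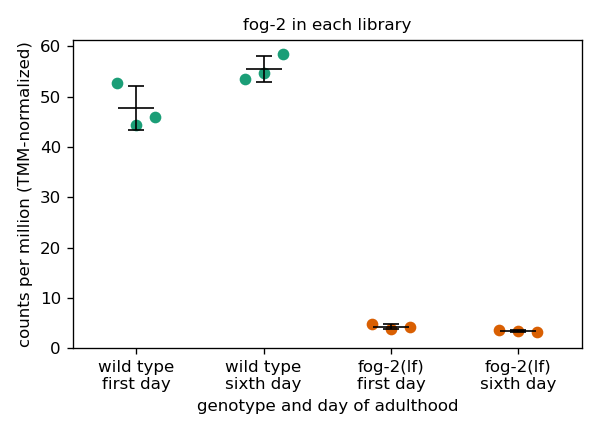
Expression of *fog-2* in CPM (vertical axis) in each of the 12 libraries, by genotype and day of adulthood (horizontal axis). Each point is 1 library, and the black bar is the mean ± SD of 3. The 6 *fog-2(lf)* libraries lie between 3.20 and 4.86 CPM and the 6 wild-type libraries between 44.5 and 58.5 CPM.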

We identified 1881 genes associated with the *fog-2(lf)* genotype, including 60 transcription factors (see File S3). TEA showed that the terms “AB”, “somatic gonad”, “uterine muscle”, “cephalic sheath cell”, “spermathecal-uterine junction”, and “PVD” were enriched in this gene set. 

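In first-day adults, a gap junction gene of the gonadal sheath was lower in *fog-2(lf)* than in wild type, as were some genes expressed in sperm. Of 11 somatic gonad genes 2 were lower in *fog-2(lf)*, none was higher and 9 did not pass (2 and 0 when adjusted over the list alone). The innexin gene *inx-8*, which lies on chromosome IV from 11673843 to 11675635 (WBcel235), was at 93.5 ± 10.1 CPM in wild type and 66.6 ± 5.55 CPM in *fog-2(lf)* (SD, n = 3 each). Its log2 fold change was -0.49 (standard error 0.10, adjusted p = 0.014, edgeR quasi-likelihood test, Benjamini-Hochberg). The other was *ipp-5*, a spermathecal phosphatase gene named after its values were seen, at -0.58 (standard error 0.20, adjusted p = 0.091 from the same edgeR test); leaving out any library but replicate 2 of first-day wild type reduced the 2 to 1. On the sixth day *inx-8* was again lower in *fog-2(lf)*, by -0.41 (standard error 0.10, adjusted p = 0.023, edgeR), with 97.2 ± 8.01 CPM in wild type and 73.3 ± 3.43 CPM in *fog-2(lf)* (SD, n = 3 each). Of 23 sperm genes other than those of major sperm protein, 5 were lower in first-day *fog-2(lf)*, none was higher and 18 did not pass (11 and 0 when adjusted over the list alone). The sperm gene *ssp-37* (chromosome I, 12561040 to 12561560) fell from 11.1 ± 4.91 CPM to 3.76 ± 1.1 CPM (SD, n = 3 each), a log2 fold change of -1.56 (standard error 0.33, adjusted p = 0.017, edgeR quasi-likelihood test, Benjamini-Hochberg). Of 13 measured major sperm protein genes, which share reads, 2, *msp-31* and *msp-33*, were lower, none was higher and 11 did not pass (11 and 0 when adjusted over the list alone). Their reads came mostly from 1 library: *msp-31* was at 9.43 CPM in replicate 2 of first-day wild type and at 0.97 and 1.67 CPM in replicates 1 and 3. As sets under limma's camera, the lists had an adjusted p = 0.580 (somatic gonad), 0.587 (other sperm genes) and 0.680 (major sperm protein) with an estimated correlation. Without replicates 1, 2 and 3 of first-day wild type, the lower major sperm protein genes became 9, 0 and 6. None was left without replicate 1 or 3 of first-day *fog-2(lf)*, and 1 without any sixth-day library. The 5 other sperm genes became 9 and 1 without replicates 1 and 2 of first-day wild type, and 1 without replicate 1 or 3 of first-day *fog-2(lf)*. This count was 3, 2 and 3 without replicates 1, 2 and 3 of sixth-day wild type, and 2 and 3 without replicates 1 and 2 of sixth-day *fog-2(lf)*.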

The “somatic gonad” and “spermathecal-uterine junction” are both near the site of action of *fog-2(lf)* (the germline) and possibly reflect physiological changes resulting from a lack of sperm. PEA showed that only a single phenotype term, “spindle orientation variant” was enriched in the *fog-2(lf)* transcriptional signature (*q* <10^–1^, 38 genes, twofold enrichment). Most genes annotated as “spindle orientation variant” were slightly upregulated, and therefore are unlikely to uniquely reflect reduced germline proliferation. GO term enrichment was very similar to that of the aging gene set and reflected enrichment in annotations pertaining to translation and respiration. 

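On the first day of adulthood, few genes of translation or respiration differed between *fog-2(lf)* and wild type on counts added up per gene. Of all genes, 18.3% were called in that comparison. The paper's enrichment is of annotation terms in its own gene set, a different measure, and no term test was run here. Of the 82 cytosolic ribosomal protein genes, 8 were lower in *fog-2(lf)*, none was higher and 74 did not pass (0 and 0 when adjusted over the list alone), and the direction flipped to 2 higher and 0 lower with libraries scaled by their totals. The small-subunit gene *rps-8*, on chromosome IV from 7312958 to 7313860 (WBcel235), was at 1761 ± 105 CPM in wild type and 1389 ± 179 CPM in *fog-2(lf)* (SD, n = 3 each). For *rps-8* the log2 fold change was -0.34 (standard error 0.10, adjusted p = 0.054, edgeR quasi-likelihood test, Benjamini-Hochberg), a call lost without replicate 1 of first-day wild type or replicate 2 of first-day *fog-2(lf)* and with libraries scaled by their totals. The large-subunit gene *rpl-39*, at 448 ± 60.7 CPM in first-day *fog-2(lf)* (SD, n = 3), had a log2 fold change of 0.20 (standard error 0.15, adjusted p = 0.40, edgeR quasi-likelihood test, Benjamini-Hochberg). Of the 42 respiratory chain genes, 3 were lower, none was higher and 39 did not pass (0 and 0 when adjusted over the list alone), and this too flipped, to 3 higher and 0 lower, with libraries scaled by their totals. The 3 were *ucr-2.1*, of complex III, at -0.39 (standard error 0.12, adjusted p = 0.062, edgeR quasi-likelihood test, Benjamini-Hochberg), and *cox-18* and *cyc-1*, named after their values were seen, at -0.30 (standard error 0.10) and -0.20 (standard error 0.07). As sets under limma's camera, the lists had an adjusted p = 0.680 (ribosomal) and 0.912 (respiratory chain) with an estimated correlation. The 8 ribosomal genes became 5, 3 and 17 without replicates 1, 2 and 3 of first-day wild type. Without replicates 2 and 3 of first-day *fog-2(lf)* they became 0 and 1, and 3 to 5 without any sixth-day library. The 3 respiratory genes became 1 without replicate 2 of first-day wild type, replicate 1 of first-day *fog-2(lf)* or replicate 2 of sixth-day *fog-2(lf)*, and 0 without replicate 2 or 3 of first-day *fog-2(lf)*.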

Unlike the aging gene set, the *fog-2(lf)* signature was significantly enriched in “myofibril” and “G-protein coupled receptor binding” (*q* <10^–1^). 

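Genes of the muscle filaments were higher in first-day *fog-2(lf)* than in first-day wild type where they differed, and some of them fell further with age in *fog-2(lf)*. Of the 34 myofibril genes, 6 were higher in first-day *fog-2(lf)*, none was lower and 28 did not pass (6 and 0 when adjusted over the list alone), with a median log2 fold change of 0.37. The titin gene *ttn-1*, on chromosome V from 6120909 to 6202632 (WBcel235), was at 10.3 ± 9.22 CPM in wild type and 48.2 ± 20.6 CPM in *fog-2(lf)* (SD, n = 3 each). For *ttn-1* the log2 fold change was 2.22 (standard error 0.62, adjusted p = 0.046, edgeR quasi-likelihood test, Benjamini-Hochberg), a call lost without replicate 3 of either first-day group. The body wall myosin gene *unc-54* (chromosome I, 14855901 to 14863482) did not pass on the first day, at 563 ± 337 CPM in wild type and 1097 ± 436 CPM in *fog-2(lf)* (SD, n = 3 each). Between the first and the sixth day, 30 of the 34 were lower in *fog-2(lf)*, none was higher and 4 did not pass (32 and 0 when adjusted over the list alone), with a median of -2.1. There *unc-54* fell by 3.22 on the log2 scale, to 118 ± 14.7 CPM (SD, n = 3; standard error 0.44, adjusted p = 0.0004, edgeR quasi-likelihood test, Benjamini-Hochberg), and *tnt-2* fell by 4.01 (standard error 0.28, adjusted p = 1.6e-05 from the same edgeR test). The age change differed between the genotypes for 16 of the 34, all with a further fall in *fog-2(lf)*, and 18 did not pass (0 higher and 23 lower when adjusted over the list alone); these directions held with libraries scaled by their totals. The largest such difference that no single library decided was that of *unc-89* (chromosome I, 4035702 to 4090885), for the sarcomere protein obscurin, with an interaction of -3.02 (standard error 0.68, adjusted p = 0.029, edgeR quasi-likelihood test, Benjamini-Hochberg). As a set under limma's camera the list had an adjusted p = 0.580 by genotype, 0.341 with age in *fog-2(lf)* and 0.414 for the interaction with an estimated correlation. Long transcripts went the same way: across 7395 genes, which are not independent replicates, transcript length and the interaction had a Spearman correlation of -0.297. The 6 became 22 and 1 without replicates 2 and 3 of first-day wild type and 1 without replicate 3 of first-day *fog-2(lf)*. The 16 became 9 without replicate 1 of first-day wild type. It became 5 and 6 without replicates 2 and 3 of sixth-day wild type, 8 and 5 without replicates 1 and 3 of first-day *fog-2(lf)*, and 6, 5 and 8 without replicates 1, 2 and 3 of sixth-day *fog-2(lf)*.

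**Figure D2:**
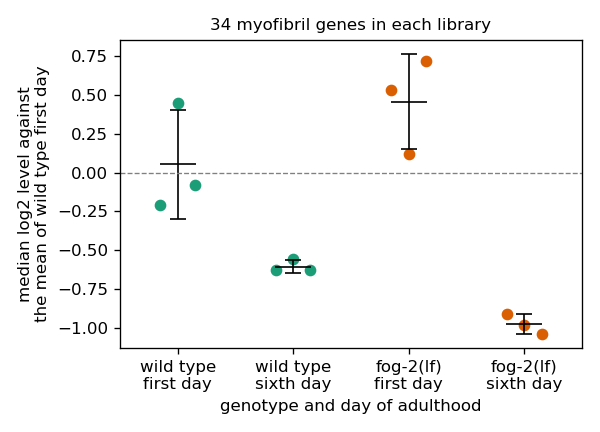
Median over 34 myofibril genes of the log2 expression relative to the mean of first-day wild type (vertical axis, log2 units) in each library, by genotype and day of adulthood (horizontal axis). Each point is 1 library, and the black bar is the mean ± SD of 3. The first-day *fog-2(lf)* libraries lie at 0.53, 0.12 and 0.72 and the sixth-day ones at -0.91, -0.98 and -1.04.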

Enrichment of the term “G-protein coupled receptor binding” was due to 14 genes: *cam-1*, *mom-2*, *dsh-1*, *spp-10*, *flp-6*, *flp-7*, *flp-9*, *flp-13*, *flp-14*, *flp-18*, *K02A11.4*, *nlp-12*, *nlp-13*, and *nlp-40*. *dsh-1*, *mom-2* and *cam-1* are members of the Wnt signaling pathway. Most of these genes’ expression levels were upregulated, suggesting increased G-protein binding activity in *fog-2(lf)* mutants.

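Most of the 14 genes were higher in first-day *fog-2(lf)* than in first-day wild type. Of the 14, 9 were higher, 4 were lower and 1 did not pass (10 and 4 when adjusted over the list alone); the study chose them on these samples, so their direction is not independent evidence. The Wnt gene *mom-2*, on chromosome V from 8355988 to 8358185 (WBcel235), rose from 204 ± 9.55 CPM to 280 ± 28.2 CPM (SD, n = 3 each), a log2 fold change of 0.46 (standard error 0.08, adjusted p = 0.0073, edgeR quasi-likelihood test, Benjamini-Hochberg). The Dishevelled gene *dsh-1* (chromosome II, 5214400 to 5225384) rose by 0.50 (standard error 0.10, adjusted p = 0.017, edgeR quasi-likelihood test, Benjamini-Hochberg). The Ror receptor gene *cam-1* (chromosome II, 9295915 to 9310304) rose by 0.45 (standard error 0.10, adjusted p = 0.017 from the same edgeR test). Among the neuropeptide genes, *nlp-12* (chromosome I, 1843384 to 1843959) rose by 1.48 (standard error 0.24, adjusted p = 0.0069, edgeR quasi-likelihood test, Benjamini-Hochberg) and *flp-7* (chromosome X, 5885865 to 5886833) by 1.41 (standard error 0.25, adjusted p = 0.0093 from the same edgeR test). The neuropeptide gene *flp-13* rose by 1.5 (standard error 0.38), and *flp-14*, *flp-18* and *nlp-13* had log2 fold changes of 0.82 (standard error 0.30), 0.76 (standard error 0.24) and 0.92 (standard error 0.31). In the other direction, *flp-6* (chromosome V, 9471975 to 9473792) fell from 67.7 ± 44.8 CPM to 10.8 ± 1.28 CPM (SD, n = 3 each), a log2 fold change of -2.65 (standard error 0.47, adjusted p = 0.0092, edgeR quasi-likelihood test, Benjamini-Hochberg). The saposin-like genes *spp-10* and *spp-25*, the paper's K02A11.4 (chromosome I, 9748517 to 9749921), changed by -1.19 (standard error 0.21) and -2.54 (standard error 0.55), and *nlp-40* by -0.92 (standard error 0.26). The gene that did not pass was *flp-9*, at 0.74 (standard error 0.28, adjusted p = 0.11, edgeR quasi-likelihood test, Benjamini-Hochberg); it passed with DESeq2, with libraries scaled by their totals, with limma on log2(TPM + 0.5), and without replicate 2 of either first-day group. As a set under limma's camera the list had an adjusted p = 0.580 with an estimated correlation. The call of *flp-18* was lost without replicate 1 of first-day wild type or any first-day *fog-2(lf)* library, that of *nlp-40* without replicate 1 or 3 of first-day wild type or any first-day *fog-2(lf)* library, and that of *flp-14* without any 1 of 10 libraries.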

### The fog-2(lf) expression signature overlaps significantly with the aging signature

Of the 1881 genes that we identified in the *fog-2(lf)* signature, 1040 genes were also identified in our aging set. Moreover, of these 1040 genes, 905 genes changed in the same direction in response to either aging or germline feminization. 

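Many genes moved the same way with age in wild type and with loss of *fog-2*. An isoform called for age and an isoform called for genotype, which need not be the same isoform, were found in 954 genes. In 762 of them the same isoform was called for both and moved the same way. Insulin-like gene *ins-2*, for example, was higher in sixth-day wild type (log2 fold change 3.98, standard error 0.96, adjusted p = 0.0072) and in first-day *fog-2(lf)* (4.05, standard error 0.96, adjusted p = 0.026) than in first-day wild type (edgeR quasi-likelihood test, Benjamini-Hochberg). Yolk protein gene *vit-2* (chromosome X, 5101042 to 5106169, WBcel235) was lower in both, by -3.31 (standard error 0.33, adjusted p = 3.6e-05) and -1.54 (standard error 0.31, adjusted p = 0.014, edgeR quasi-likelihood test, Benjamini-Hochberg). Glutathione S-transferase gene *gst-20* was also lower in both, by -2.29 (standard error 0.29) and -1.42 (standard error 0.28). Some genes went opposite ways, such as *acox-1.2*, for an acyl-CoA oxidase of ascaroside synthesis, which fell by 1.99 with age (standard error 0.31, adjusted p = 0.00052, edgeR quasi-likelihood test, Benjamini-Hochberg) and was 1.63 higher in *fog-2(lf)* (standard error 0.29, adjusted p = 0.0095 from the same edgeR test). Over isoforms, 913 were called for both and 793 of these moved the same way, 340 higher and 453 lower. Independent lists of the same sizes would share 510.2 isoforms, 109.5 of them higher in both and 146.7 lower in both. Both coefficients are set against the same 3 first-day wild-type libraries, and part of the excess may come from these shared controls. In 20 simulated sets with no effect against shared controls no gene was in both signatures. These sets had at most 1 isoform called for age or for genotype, so they could hardly show an overlap. In 20 simulated sets with age and genotype effects but no interaction the median was 465 genes (429 to 528), with 366.5 in the same direction. These carried the age and genotype changes called here, so their overlap was built in. Neither kind gives the overlap due to shared controls. The 954 genes became 538 and 1575 without replicates 1 and 2 of first-day wild type. It was 571 and 601 without replicates 2 and 3 of sixth-day wild type, and 510, 398 and 251 without replicates 1, 2 and 3 of first-day *fog-2(lf)*. The count was 2038 with DESeq2, 1704 with libraries scaled by their totals, 616 without a low-count filter and 1670 with the counts of isoforms added up per gene.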

The overlap between these signatures suggests an interplay between sperm status and age. The nature of the interplay should be captured by the interaction coefficients in our model. There are four possibilities. First, the *fog-2(lf)* worms may have a fast-aging phenotype, in which case the interaction coefficients should match the sign of the aging coefficient. Second, the *fog-2(lf)* worms may have a slow-aging phenotype, in which case the interaction coefficients should have an interaction coefficient that is of opposite sign, but not greater in magnitude than the aging coefficient (if a gene increases in aging in a wild-type worm, it should still increase in a *fog-2(lf)* worm, albeit to a lesser extent). Third, the *fog-2(lf)* worms may exhibit a rejuvenation phenotype. If this is the case, then these genes should have an interaction coefficient that is of opposite sign and greater magnitude than their aging coefficient, such that the change of these genes in *fog-2(lf)* mutant worms is reversed relative to the wild type. Finally, if these genes are indicative of a female-like state, then these genes should not change with age in *fog-2(lf)* animals, since these animals do not exit this state during the course of the experiment. Moreover, because wild-type worms become female as they age, a further requirement for a transcriptomic signature of the female-like state is that aging coefficients for genes in this signature should have genotype coefficients of equal sign and magnitude. In other words, entrance into the female-like state should be not be path-dependent.

To evaluate which of these possibilities was most likely, we selected the 1040 genes that had aging, genotype, and interaction coefficients significantly different from zero, and we plotted their temporal coefficients against their genotype coefficients (see Figure 4A and Figure 5). We observed that the aging coefficients were strongly predictive of the genotype coefficients. Most of these genes fell near the line *y* = *x*, suggesting that these genes define a female-like state.

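Across the isoforms called for both, the change with age in wild type and the change by genotype on the first day ran close to each other. Over these 913 isoforms their Pearson correlation was 0.824 and the slope of genotype on age was 0.698; among those that moved the same way, the median ratio of the genotype change to the age change was 0.896. The neuropeptide gene *nlp-20* (chromosome IV, 7642054 to 7643071, WBcel235) rose by 1.35 with age (standard error 0.30, adjusted p = 0.0041, edgeR quasi-likelihood test, Benjamini-Hochberg) and by 2.02 with genotype (standard error 0.30, adjusted p = 0.0046 from the same edgeR test). For *nlp-21*, another neuropeptide gene, the values were 1.05 (standard error 0.24) and 1.24 (standard error 0.24), and for the C-type lectin gene *clec-266* 2.90 (standard error 0.54) and 2.34 (standard error 0.53). The saposin-like gene *spp-25* went down with both, by -2.40 with age (standard error 0.54, adjusted p = 0.0049, edgeR quasi-likelihood test, Benjamini-Hochberg), close to its genotype change. Called for age, genotype and the interaction were 309 isoforms of 303 genes. Isoforms are not independent replicates, and both changes are taken from the same first-day wild-type libraries. Over all isoforms tested the correlation was 0.460 and the covariance 1.217; simulated sets with no effect, which share those controls, gave a median correlation of 0.511 (0.485 to 0.528) and covariance of 0.455, and sets simulated with the called age and genotype changes but no interaction gave 0.347 (0.324 to 0.366) and 0.608 (0.564 to 0.651). With the controls split on the log2 CPM scale, 1 first-day wild-type library for age and the other two for genotype, the covariance over all isoforms was 0.153, 0.00731 and 0.195 for replicates 1, 2 and 3, against 0.248 with all 3 used for both. The correlation over the 913 isoforms was then 0.738, 0.633 and 0.766, against 0.763 unsplit, and age and genotype had the same direction for 793, 777 and 793 of them; the 913 were chosen with all 3 libraries in both comparisons. From the points near the line *y* = *x*, the paper proposes that these genes define a female-like state, reached by aging in wild type and by loss of *fog-2*.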

**Figure 4:**
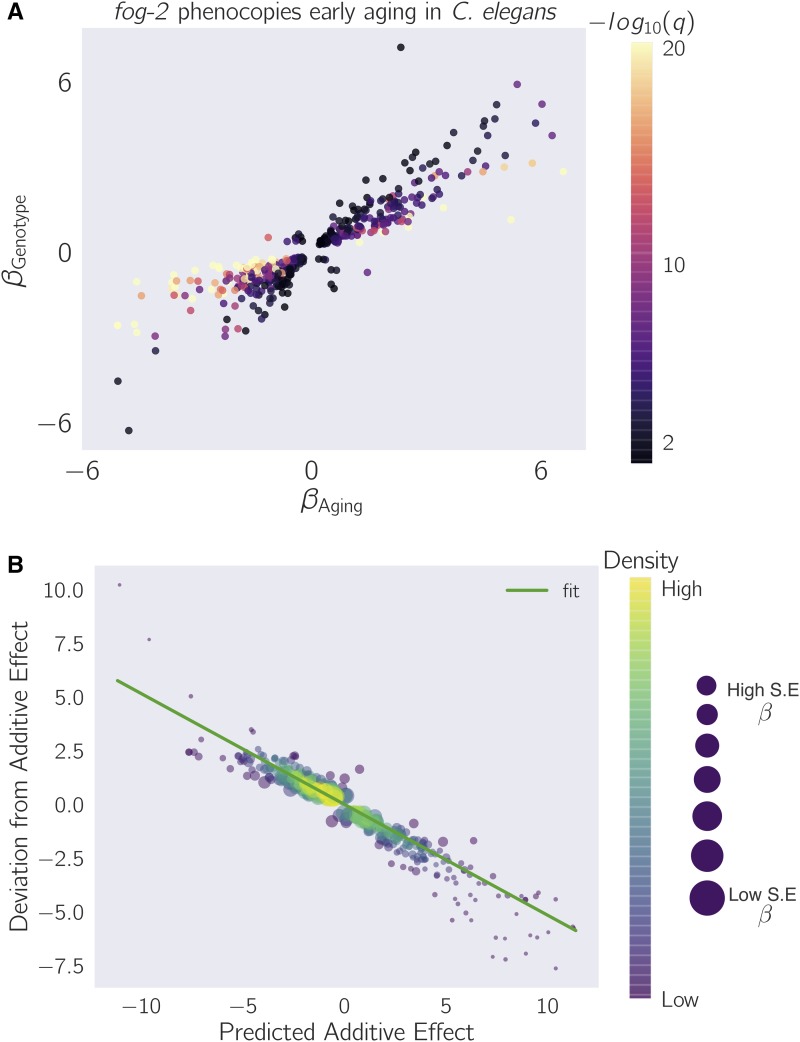
*fog-2(lf)* partially phenocopies early aging in *C. elegans*. The *β* on each axis is the regression coefficient from the GLM, and can be loosely interpreted as an estimator of the log-fold change. Loss of *fog-2* is associated with a transcriptomic phenotype involving 1881 genes. 1040/1881 of these genes are also altered in wild-type worms as they progress from young adulthood to old adulthood, and 905 change in the same direction. However, progression from young to old adulthood in a *fog-2(lf)* background results in no change in the expression level of these genes. (A) We identified genes that change similarly during feminization and aging. The correlation between feminization and aging is almost 1:1. (B) Epistasis plot of aging *vs.* feminization. Epistasis plots indicate whether two genes (or perturbations) act on the same pathway. When two effects act on the same pathway, this is reflected by a slope of –0.5. The measured slope was –0.51 ± 0.01.

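Some isoforms of the female-like signature changed with age in *fog-2(lf)*, in either direction. Counted in the direction of the wild-type age change, the 292 isoforms had a median log2 fold change of 1.98 with age in wild type and of -0.06 with age in *fog-2(lf)*. Of the 292, 116 passed the test for age in *fog-2(lf)*, 57 of them in the direction of wild type and 59 in the opposite direction. Of all isoforms tested, 26.2% passed. Of the 6708 isoforms called for age in wild type, a larger share than of the 292 passed: 3092, with 2983 in the same direction. The median of the 292 lies near 0 in part by definition. Age in *fog-2(lf)* is the sum of the age and interaction terms, and the 292 were chosen for opposite signs of these. That choice also favours calls in the opposite direction. The neuropeptide gene *nlp-20* had a log2 fold change of -0.51 with age in *fog-2(lf)* (standard error 0.28, adjusted p = 0.20, edgeR quasi-likelihood test, Benjamini-Hochberg), with 9.21 ± 2.02 CPM on the first day and 6.50 ± 1.84 CPM on the sixth (SD, n = 3 each). The homeodomain gene *ceh-20* was at 48.4 ± 1.4 CPM on the sixth day (SD, n = 3), and *ins-2* had a log2 fold change of 0.10 (standard error 0.71, adjusted p = 0.93, edgeR quasi-likelihood test, Benjamini-Hochberg). By contrast, the collagen gene *col-135* (chromosome IV, 15129655 to 15131797, WBcel235) fell in *fog-2(lf)* too, by 3.58 (standard error 0.42, adjusted p = 0.00017, edgeR quasi-likelihood test, Benjamini-Hochberg). For *vit-2* the fall was 1.34 in *fog-2(lf)*, to 4958 ± 706 CPM (SD, n = 3; standard error 0.30, adjusted p = 0.0068, edgeR quasi-likelihood test, Benjamini-Hochberg). On the sixth day, 43 of the 292 isoforms differed between *fog-2(lf)* and wild type. The paper's own list of the state, File S3 by its data availability statement, names 429 genes, more than the paper's text counts. The text cites the list under another file number. Of the list's 438 isoforms tested here, 138 passed for age in *fog-2(lf)* and 52 differed between the sixth-day groups. An adjusted p over the threshold does not show that a gene kept its level, since the spread between isoforms of replicates was wide.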

**Figure 5:**
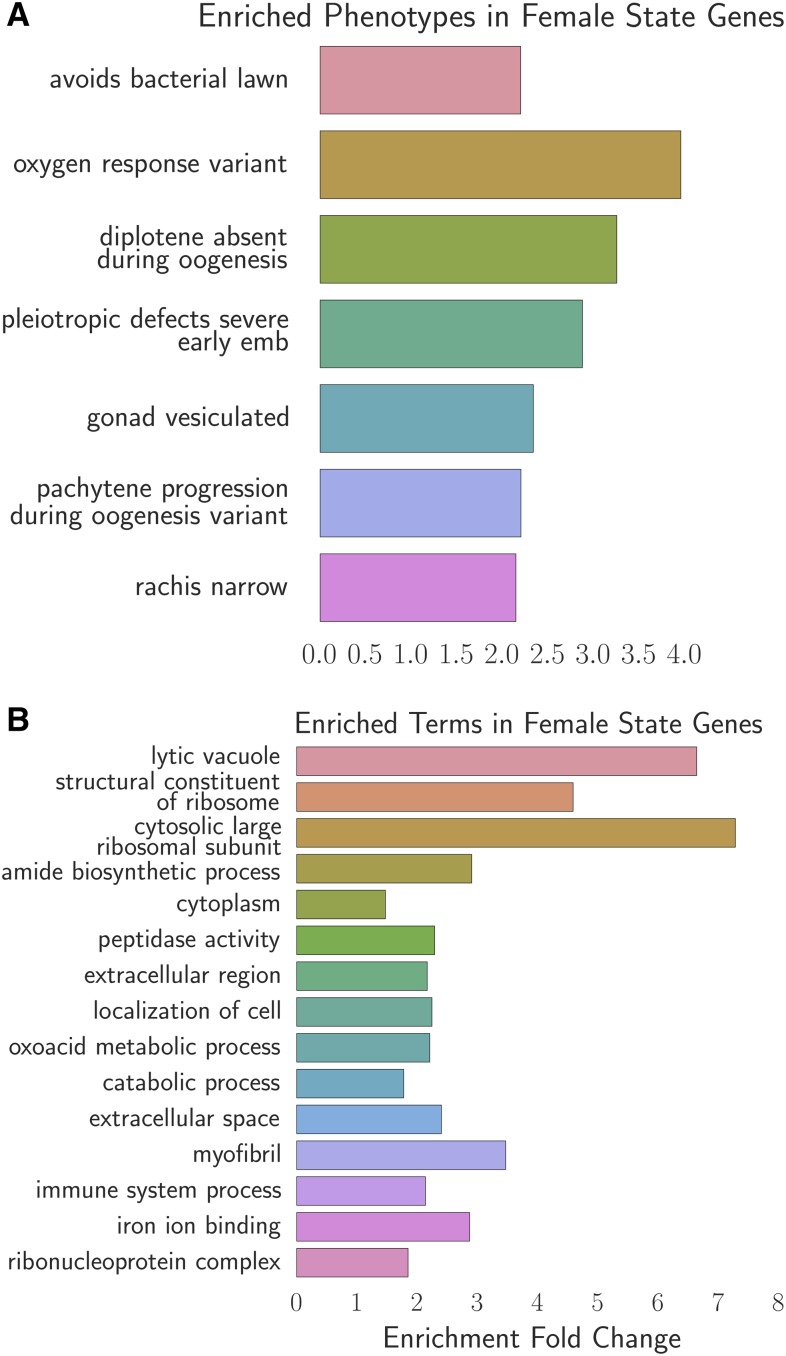
Phenotype and GO enrichment of genes involved in the female-like state. (A) Phenotype enrichment analysis. (B) Gene ontology enrichment analysis. Most of the terms enriched in PEA reflect the abundance of ribosomal subunits present in this gene set.

We considered how loss-of-function of *fog-2* and aging could both interact to cause entry into this state. We reasoned that a plausible mechanism is that *fog-2* promotes sperm production, and aging promotes sperm depletion. This simple pathway model suggests that a double perturbation consisting of aging and loss of function of *fog-2* should show nonadditivity of phenotypes (generalized epistasis). To test whether these two perturbations deviate from additivity, we generated an epistasis plot using this gene set. We have previously used epistasis plots to measure transcriptome-wide epistasis between genes in a pathway (Angeles-Albores *et al.* 2017b). Briefly, an epistasis plot shows the expected expression of a double perturbation under an additive model (null model) on the *x*-axis, and the deviation from this null model in the *y*-axis. In other words, we calculated the *x*-coordinates for each point by adding $\beta_{\text{Genotype}}+\beta_{\text{Aging}},$ and the *y*-coordinates are equal to $\beta_{\text{Interaction}}$ for each isoform. We have previously shown that if two genes or perturbations act within a linear pathway, an epistasis plot will generate a line with slope equal to –0.5. 

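For 903 isoforms of 855 genes the change with age differed between the genotypes, 437 with a positive and 466 with a negative interaction coefficient (edgeR quasi-likelihood test, Benjamini-Hochberg). The lipase gene *lipl-1* (chromosome V, 12919986 to 12921692, WBcel235) fell by 3.83 on the log2 scale with age in wild type (standard error 1.00, adjusted p = 0.01, edgeR quasi-likelihood test, Benjamini-Hochberg) and was 3.61 lower in first-day *fog-2(lf)* (standard error 0.98), with an interaction of 5.98 (standard error 1.36, adjusted p = 0.030, edgeR quasi-likelihood test, Benjamini-Hochberg). It spread widely in first-day wild type, at 49.7 ± 56.2 CPM (SD, n = 3). The acid ceramidase gene *asah-1* (chromosome I, 12505114 to 12507569) had an interaction of 3.90 (standard error 0.83, adjusted p = 0.026, edgeR quasi-likelihood test, Benjamini-Hochberg). The fatty acid desaturase gene *fat-3* (chromosome IV, 9803023 to 9806119) had one of 2.38 (standard error 0.55, adjusted p = 0.031 from the same edgeR test). In the other direction, *nlp-20* had an interaction of -1.85 (standard error 0.41, adjusted p = 0.028, edgeR quasi-likelihood test, Benjamini-Hochberg) and *dsh-1* one of -0.79 (standard error 0.15, adjusted p = 0.018 from the same edgeR test). Across the isoforms called for all 3 coefficients, the least-squares slope of the interaction on the sum of the age and genotype coefficients was -0.559 (standard error 0.0102 across isoforms, which are not independent replicates). Over all isoforms tested it was -0.557, where 20 simulated sets with no effect gave a median of -0.664 (-0.690 to -0.642) and 20 with age and genotype effects but no interaction gave -0.337 (-0.347 to -0.328). Over all isoforms called for age and genotype it was -0.487, where the simulated sets with no interaction gave -0.134 (-0.218 to -0.0973). With the first-day wild-type libraries split between age and genotype but all 3 kept in the interaction, the slope over the isoforms called for all 3 was -0.522, -0.539 and -0.525, against -0.530 on the same scale unsplit. The 903 isoforms became 329 and 1796 without replicates 1 and 2 of first-day wild type. They became 434, 178 and 221 without replicates 1, 2 and 3 of sixth-day wild type, 413, 531 and 251 without those of first-day *fog-2(lf)*, and 197, 306 and 582 without those of sixth-day *fog-2(lf)*. They were 3101 with DESeq2, and the share with a positive coefficient, 48.4% here, was 14.8% with libraries scaled by their totals and 13.4% with limma on log2(TPM + 0.5).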

When we generated an epistasis plot and found the line of best fit, we observed a slope of –0.51 ± 0.01, which suggests that the *fog-2* gene and time are acting to generate a single transcriptomic phenotype along a single pathway. 

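A total of 286 genes met the definition of the female-like signature: an isoform called for age, genotype and the interaction, with age and genotype in the same direction and the interaction opposite. Of their 292 isoforms, 151 were higher and 141 lower with age in wild type. In the direction of the wild-type age change, their median log2 fold change by genotype on the first day was 1.43 and their median interaction -1.92. Among the higher genes were *sem-4*, *ceh-20*, *nlp-20* and *clec-266*; among the lower were *vit-2*, *vit-6*, *fat-3* and *asah-1*. The gene *pud-1.1*, named for a protein more abundant in *daf-2* mutants, was also among the lower, at -4.13 by genotype (standard error 0.46, adjusted p = 0.00087, edgeR quasi-likelihood test, Benjamini-Hochberg) on chromosome V from 2330429 to 2330930 (WBcel235). Its interaction was 3.59, and its level spread widely in first-day wild type. The collagen gene *col-135* fell by 6.77 with age in wild type (standard error 0.48, adjusted p = 6.4e-06, edgeR quasi-likelihood test, Benjamini-Hochberg) and fell by 2.1 with genotype (standard error 0.37, adjusted p = 0.0088 from the same edgeR test), with an interaction of 3.19 (standard error 0.59). No gene met the definition in 20 simulated sets with no effect, nor in 20 with age and genotype effects but no interaction, tested with edgeR; both kinds were made without an interaction, which the definition needs, so this count excludes nothing, and interaction calls in the first kind numbered 0 to 2. Of the 426 tested genes of the paper's own list, File S3, 230 were called here. On the natural log scale, its age coefficients correlated with those computed here with a Pearson r of 0.987 across 438 isoforms, with a slope of 1.028 and the same sign for all 438. Both sets of coefficients come from the same libraries, so this compares methods and is not independent evidence. Of the 438 isoforms, 417 passed for age, 323 for genotype and 283 for the interaction. The 286 genes became 99 and 723 without replicates 1 and 2 of first-day wild type. They became 142, 69 and 87 without replicates 1, 2 and 3 of sixth-day wild type, 121, 149 and 70 without those of first-day *fog-2(lf)*, and 80, 104 and 157 without those of sixth-day *fog-2(lf)*. The count was 892 with DESeq2, 731 with libraries scaled by their totals, 737 with limma on log2(TPM + 0.5), 167 without a low-count filter and 760 with the counts of isoforms added up per gene.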

Overall, we identified 405 genes that changed in the same direction through age or mutation of the *fog-2(lf)* gene, and that had an interaction coefficient of opposite sign to the aging or genotype coefficient (see File S4). Taken together, these observations suggest that these 405 genes define a female-like state in *C. elegans*.

### Analysis of the female-like state expression signature

To better understand the changes that happen after sperm loss, we performed TEA, PEA, and GEA on the set of 405 genes that we associated with the female-like state (see Fig. 5). TEA showed no tissue enrichment using this gene set. GEA showed that this gene list was enriched in constituents of the ribosomal subunits almost four times above background (*q* <10^–5^, 17 genes). 

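A few ribosomal protein genes were found in the female-like signature, and whether these exceeded independent draws depended on the library left out and on the processing. Of the 82 cytosolic ribosomal protein genes, 7 were among the 286 female-like genes, where independent draws from the 14489 genes with a tested isoform would give 1.62. The odds ratio was 4.73 (two-sided Fisher's exact test, p = 0.00117). The exact test takes genes as independent. Ribosomal genes vary together (estimated correlation 0.724 for the interaction, on counts added up per gene), so its p-values here can be too small. Of the 7, 6 were lower with age in wild type: *rpl-12*, *rpl-32*, *rps-0*, *rps-8*, *rps-23* and *rps-24*; these and *rpl-1*, which was higher, were named after their values were seen, apart from *rps-8*. The small-subunit gene *rps-24* had an isoform log2 fold change of -0.50 with age (standard error 0.11, adjusted p = 0.009) and -0.48 with genotype (standard error 0.11, adjusted p = 0.047) from edgeR quasi-likelihood test, Benjamini-Hochberg. For *rps-0* the values were -0.61 (standard error 0.11) and -0.37 (standard error 0.11), and for *rpl-12* -0.49 (standard error 0.10) and -0.46 (standard error 0.10). The isoforms behind *rpl-1* and *rpl-32* had much larger changes, of 5.87 (standard error 1.80) and -5.96 (standard error 1.57) with age, unlike the summed counts of ribosomal genes, and kallisto splits reads among the isoforms of these genes. Leaving out 1 library changed the odds ratio. It fell to 3.82 (exact p = 0.10) and 1.27 (exact p = 0.60) without replicates 1 and 2 of first-day wild type, and to 2.67 (exact p = 0.32) and 2.11 (exact p = 0.38) without replicates 2 and 3 of sixth-day wild type. It was 10.1, 1.23 (exact p = 0.56) and 0 without replicates 1, 2 and 3 of first-day *fog-2(lf)*, and 7.31 and 9.70 without replicates 1 and 2 of sixth-day *fog-2(lf)*. It was 6.07 with DESeq2 (exact p = 4.4e-10), 4.42 with RLE factors (exact p = 0.00169), 6.59 with no low-count filter (exact p = 0.00403) and 4.61 with at least 5 counts in 47% of the libraries (exact p = 0.000645). With libraries scaled by their totals it was 0.714, with limma on log2(TPM + 0.5) 0.465 and with the counts of isoforms added up per gene 1.70 (exact p = 0.20).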

The enrichment of ribosomal constituents in this gene set in turn drives the enriched phenotypes: “avoids bacterial lawn”, “diplotene absent during oogenesis”, “gonad vesiculated”, “pachytene progression during oogenesis variant”, and “rachis narrow.” 

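Most ribosomal protein genes had lower transcript levels in sixth-day wild type than in first-day wild type and in sixth-day *fog-2(lf)*. The large-subunit gene *rpl-10*, on chromosome II from 8143881 to 8144671 (WBcel235), was at 1588 ± 62.4 CPM in first-day and 991.1 ± 68.1 CPM in sixth-day wild type (SD, n = 3 each). In *fog-2(lf)* it was at 1399 ± 130 CPM on the first day and 1647 ± 103 CPM on the sixth (SD, n = 3 each). Its log2 fold change was -0.68 with age in wild type (standard error 0.09, adjusted p = 0.00026, edgeR quasi-likelihood test, Benjamini-Hochberg). By genotype on the first day it was -0.18 (standard error 0.09, adjusted p = 0.22, edgeR quasi-likelihood test, Benjamini-Hochberg). The age change differed between the genotypes, with an interaction of 0.92 for *rpl-10* (standard error 0.13, adjusted p = 0.011, edgeR quasi-likelihood test, Benjamini-Hochberg) and of 0.86 for *rps-9* (standard error 0.15, adjusted p = 0.016 from the same edgeR test). This held for 76 of the 82 cytosolic ribosomal protein genes, all with a positive interaction, and 6 did not pass (78 and 0 when adjusted over the list alone); with libraries scaled by their totals 15 were positive and none negative. With age in *fog-2(lf)*, 3 of the 82 were higher, *rpl-10*, *rpl-11.1* and *rpl-24.2*, 5 were lower and 74 did not pass (2 and 2 when adjusted over the list alone), with a median of 0.00; scaled by totals, 14 were higher and 2 lower. The 5, *rpl-11.2*, *rpl-12*, *rpl-25.1*, *rpl-36* and *rpl-37*, some of them named after their values were seen, became 3 without replicate 2 or 3 of sixth-day wild type or replicate 3 of first-day *fog-2(lf)*, 2 without replicate 1 of first-day or replicate 1 or 3 of sixth-day *fog-2(lf)*, and 9 without replicate 2 of first-day *fog-2(lf)*. On the sixth day, 73 of the 82 were higher in *fog-2(lf)* than in wild type, none was lower and 9 did not pass (78 and 0 when adjusted over the list alone); scaled by totals, 41 were higher and 1 lower. Among them was *rpl-39*, at 1.04 (standard error 0.15, adjusted p = 0.0047, edgeR quasi-likelihood test, Benjamini-Hochberg). For 79 of the 82 genes every sixth-day wild-type library lay below every sixth-day *fog-2(lf)* library. Chance gives 5% for a single gene, and 21.3% of all genes did so. The ribosomal genes vary together (estimated correlation 0.732), so the 79 are not independent replicates. As a set under limma's camera the list had an adjusted p = 0.680 by genotype on the first day, 0.391 for the interaction and 0.624 by genotype on the sixth day with an estimated correlation.

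**Figure D3:**
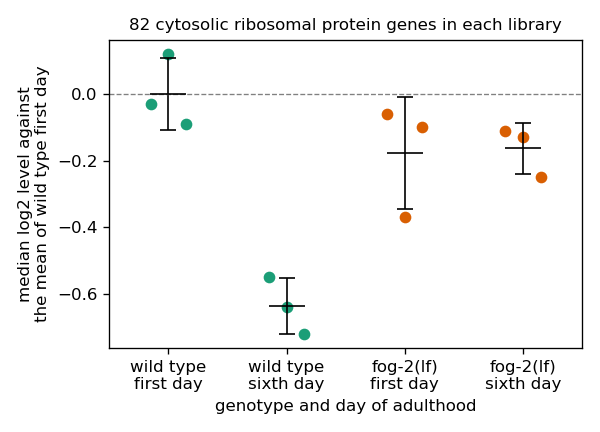
Median over 82 cytosolic ribosomal protein genes of the log2 expression relative to the mean of first-day wild type (vertical axis, log2 units) in each library, by genotype and day of adulthood (horizontal axis). Each point is 1 library, and the black bar is the mean ± SD of 3. The sixth-day wild-type libraries lie at -0.55, -0.64 and -0.72 and the sixth-day *fog-2(lf)* libraries at -0.11, -0.13 and -0.25.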

The expression of most of these ribosomal subunits is downregulated in aged animals or in *fog-2(lf)* mutants.

## Discussion

### Defining an early aging phenotype

Our experimental design enables us to decouple the effects of egg-laying from aging. As a result, we identified a set of almost 4000 genes that are altered similarly between wild-type and *fog-2(lf)* mutants. 

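A large set of genes changed the same way with age in both genotypes. An isoform, not necessarily the same isoform, changed with age in each genotype in 3019 genes. In 2735 of them the same isoform changed in both genotypes and in the same direction. Over counts added up per gene, 3620 genes changed in both, 3461 of them in the same direction, 1435 higher and 2026 lower. For 3054 of these 3461 the interaction did not pass. The proteasome core gene *pbs-5*, on chromosome I from 14719167 to 14720477 (WBcel235), fell from 341 ± 24.4 CPM to 212.1 ± 7.15 CPM in wild type and from 358 ± 19.4 CPM to 213 ± 14.0 CPM in *fog-2(lf)* (SD, n = 3 each). Its log2 fold changes were -0.69 (standard error 0.08, adjusted p = 8.2e-05) and -0.75 (standard error 0.08, adjusted p = 8.6e-05) from edgeR quasi-likelihood test, Benjamini-Hochberg. The lysozyme gene *lys-7* (chromosome V, 3481432 to 3482600) rose by 2.59 in wild type (standard error 0.56, adjusted p = 0.004) and by 3.25 in *fog-2(lf)* (standard error 0.58, adjusted p = 0.0019, edgeR quasi-likelihood test, Benjamini-Hochberg). The collagen gene *col-20* fell by 7.92 in wild type (standard error 0.73, adjusted p = 2.6e-05) and fell by 8.86 in *fog-2(lf)* (standard error 0.76, adjusted p = 2.8e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). The myosin light chain gene *mlc-1* changed by -2.21 (standard error 0.27) and -2.97 (standard error 0.28). Their interactions did not pass, which does not show that the changes were equal. Of the 42 respiratory chain genes, 29 were lower with age in *fog-2(lf)*, none was higher and 13 did not pass (33 and 0 when adjusted over the list alone), with *asb-2* falling by 1.05 there (standard error 0.11, adjusted p = 8.3e-05, edgeR quasi-likelihood test, Benjamini-Hochberg); scaled by library totals, 19 were lower and none higher. Of the 32 proteasome genes, 20 were lower in *fog-2(lf)*, none was higher and 12 did not pass (21 and 0 when adjusted over the list alone); scaled by totals, 6 were lower and 2 higher. As sets under limma's camera with an estimated correlation, neither list passed with age in *fog-2(lf)*, with an adjusted p = 0.582 (respiratory chain) and 0.857 (proteasome). Neither passed with age in wild type (camera adjusted p = 0.142 and 0.448).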

Owing to the read depth of our transcriptomic data (20 million reads) and the number of samples measured (three biological replicates for four different life stages/genotypes), this dataset constitutes a high-quality description of the transcriptomic changes that occur in aging populations of *C. elegans*. Although our data only capture ∼50% of the expression changes reported in earlier aging transcriptome literature, this disagreement can be explained by a difference in methodology; earlier publications typically addressed the aging of fertile wild-type hermaphrodites only indirectly, or queried aging animals at a much later stage of their life cycle.

### GLMs enable epistasis measurements

We set out to study the self-fertilizing (hermaphroditic) to self-sterile (female-like) transition by comparing wild-type animals with *fog-2(lf)* mutants as they aged. Our computational approach enabled us to distinguish between two biological processes that are correlated within samples. Because of this intrasample correlation, identifying this state via pairwise comparisons would not have been straightforward. Although it is a favored method among biologists, such pairwise comparisons suffer from a number of drawbacks. First, pairwise comparisons are unable to draw on the full statistical power available to an experiment because they discard almost all information except the samples being compared. Second, pairwise comparisons require a researcher to define *a priori* which comparisons are informative. For experiments with many variables, the number of pairwise combinations is explosively large. Indeed, even for this two-factor experiment, there are six possible pairwise comparisons. On the other hand, by specifying a linear regression model, each gene can be summarized with three variables, each of which can be analyzed and understood without the need to resort to further pairwise combinations.

### The C. elegans female-like state

Our explorations have shown that the loss of *fog-2(lf)* partially phenocopies the transcriptional events that occur naturally as *C. elegans* ages from the first day of adulthood to the sixth day of adulthood. Moreover, epistasis analysis of these perturbations suggests that they act on the same pathway, namely sperm generation and depletion (see Figure 6). Self-sperm generation promotes the hermaphrodite state, whereas sperm depletion marks entry into the female-like state. Given the enrichment of neuronal transcription factors that are associated with sperm loss in our dataset, we believe this dataset should contain some of the transcriptomic modules that are involved in these pheromone production and behavioral pathways, although we have been unable to find these genes.

**Figure 6:**
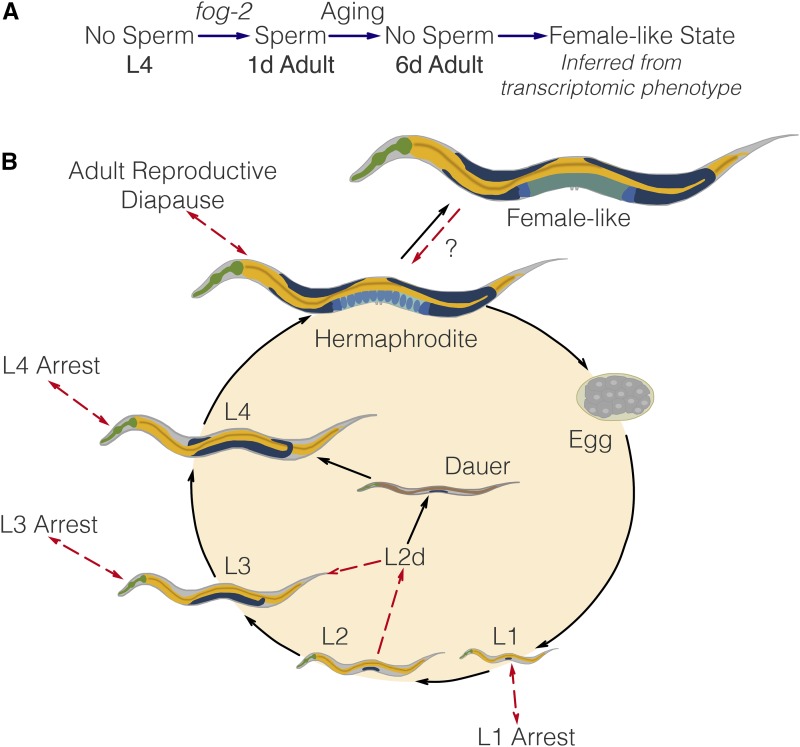
(A) A substrate-dependent model showing how *fog-2* promotes sperm generation, whereas aging promotes sperm depletion, leading to entry into the female-like state. Such a model can explain why *fog-2* and aging appear epistatic to each other. (B) The complete *C. elegans* life cycle. Recognized stages of *C. elegans* are marked by black arrows. States are marked by red arrows to emphasize that at the end of a state, the worm returns to the developmental time point it was at before entering the state. The L2d state is an exception. It is the only stage that does not return to the same developmental time point; rather, the L2d state is a permissive state that allows entry into either dauer or the L3 stage. We have presented evidence of a female-like state in *C. elegans*. At this point, it is unclear whether the difference between hermaphrodites and females is reversible by males. Therefore, it remains unclear whether it is a stage or a true state.

Behavioral and physiological changes upon mating are not unknown in other species. In particular, in the fruit fly *Drosophila melanogaster*, a sex peptide present in the male seminal fluid is known to drive changes in gene expression (Liu and Kubli 2003; Xue and Noll 2000; Avila *et al.* 2011; Heifetz *et al.* 2014; Rezával *et al.* 2014; Mack *et al.* 2006) as well as behavior. More recently, sperm was found to be necessary to drive changes in aggression in the fruit fly (Bath *et al.* 2017). These changes are often reversible upon the disappearance of seminal fluid or sperm. In the case of *C. elegans*, we have observed that sperm loss is associated with gene expression changes that probably reflect physiological changes in the worm. Our experimental design did not include a test for reversibility of these changes. The possibility of a rescue experiment with males raises interesting possibilities. What fraction of the changes observed upon loss of self-sperm are reversible? Does male seminal fluid or male sperm cause changes beyond rescue?

### The C. elegans life cycle, life stages and life states

*C. elegans* has a complicated life cycle, with two alternative developmental pathways that have multiple stages (larval development and dauer development), followed by reproductive adulthood. In addition to these developmental stages, researchers have recognized that *C. elegans* has numerous life states that it can enter into when given instructive environmental cues. One such state is the L1 arrest state, where development ceases entirely upon starvation (Johnson *et al.* 1984; Baugh and Sternberg 2006). More recently, researchers have described additional diapause states that the worm can access at the L3, L4, and young adult stages under conditions of low food (Angelo and Gilst 2009; Seidel and Kimble 2011; Schindler *et al.* 2014). Not all states of *C. elegans* are arrested, however (see Figure 6). For example, the L2d state is induced by crowded and nutrient-poor conditions (Golden and Riddle 1984). While in this state, the worm is capable of entry into either dauer or the L3 larval stage, depending on environmental conditions. Thus, the L2d state is a permissive state, and marks the point at which the nematode development is committed to a single developmental pathway.

Identification of the *C. elegans* life states has often been performed by morphological studies (as in the course of L4 arrest or L2d) or via time courses (L1 arrest). However, not all states may be visually identifiable, or, even if they are, the morphological changes may be very subtle, making positive identification difficult. However, the detailed information afforded by a transcriptome should in theory provide sufficient information to definitively identify a state, since transcriptomic information underlies morphology. Moreover, transcriptomics can provide an insight into the physiology of complex metazoan life states. By identifying differentially expressed genes and using ontology enrichment analyses to identify gene functions, sites of expression, or phenotypes that are enriched in a given gene set, we can obtain a clear picture of the changes that occur in the worm analogous to identifying gross morphological changes.

RNA-seq is a powerful technology that has been used successfully in the past as a qualitative tool for target acquisition, although recent work has also used RNA-seq to measure genetic interactions via epistasis (Dixit *et al.* 2016; Angeles-Albores *et al.* 2017b). Here, we have shown that whole-organism RNA-seq data can also be used to successfully identify internal states in a multicellular organism.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.117.300080/-/DC1.

## References

[bib1] AnduxS.EllisR. E., 2008 Apoptosis maintains oocyte quality in aging *Caenorhabditis elegans* females. PLoS Genet. 4: e1000295.1905767410.1371/journal.pgen.1000295PMC2585808

[bib2] Angeles-AlboresD.LeeR. Y. N.ChanJ.SternbergP. W., 2016 Tissue enrichment analysis for *C. elegans* genomics. BMC Bioinformatics 17: 366.2761886310.1186/s12859-016-1229-9PMC5020436

[bib3] Angeles-AlboresD.LeeR. Y.ChanJ.SternbergP. W., 2017a Phenotype and gene ontology enrichment as guides for disease modeling in *C. elegans*. bioRxiv DOI: 10.1101/106369.

[bib4] Angeles-AlboresD.Puckett RobinsonC.WilliamsB. A.WoldB. J.SternbergP. W., 2017b Reconstructing a metazoan genetic pathway with transcriptome-wide epistasis measurements. bioRxiv DOI: 10.1101/112920.PMC587965629531064

[bib5] AngeloG.GilstM. R. V., 2009 Cells and extends reproductive. Science 326: 954–958.1971348910.1126/science.1178343

[bib6] AvilaF. W.SirotL. K.LaFlammeB. A.RubinsteinC. D.WolfnerM. F., 2011 Insect seminal fluid proteins: identification and function. Annu. Rev. Entomol. 56: 21–40.2086828210.1146/annurev-ento-120709-144823PMC3925971

[bib7] BathE.BowdenS.PetersC.ReddyA.TobiasJ. A., 2017 Sperm and sex peptide stimulate aggression in female *Drosophila*. Nat. Ecol. Evol. 1: 0154.2858043110.1038/s41559-017-0154PMC5447820

[bib8] BaughL. R.SternbergP. W., 2006 DAF-16/FOXO regulates transcription of cki-1/Cip/Kip and repression of *lin-4* during *C. elegans* L1 arrest. Curr. Biol. 16: 780–7851663158510.1016/j.cub.2006.03.021

[bib9] BlaxterM.KumarS.KaurG.KoutsovoulosG.ElsworthB., 2012 Genomics and transcriptomics across the diversity of the Nematoda. Parasite Immunol. 34: 108–120.2204405310.1111/j.1365-3024.2011.01342.x

[bib10] BoeckM. E.HuynhC.GevirtzmanL.ThompsonO. A.WangG., 2016 The time-resolved transcriptome of *C. elegans*. Genome Res. 26: 1441–1450.2753171910.1101/gr.202663.115PMC5052054

[bib11] Bokeh Development Team, 2014 Bokeh: Python library for interactive visualization. Available at: http://www.bokeh.pydata.org.

[bib12] BrayN. L.PimentelH. J.MelstedP.PachterL., 2016 Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol. 34: 525–527.2704300210.1038/nbt.3519

[bib13] CliffordR.LeeM. H.NayakS.OhmachiM.GiorginiF., 2000 FOG-2, a novel F-box containing protein, associates with the GLD-1 RNA binding protein and directs male sex determination in the *C. elegans* hermaphrodite germline. Development 127: 5265–5276.1107674910.1242/dev.127.24.5265

[bib14] CorsiA. K.WightmanB.ChalfieM., 2015 A transparent window into biology: a primer on *Caenorhabditis elegans*. Genetics 200: 387–407.2608843110.1534/genetics.115.176099PMC4492366

[bib15] DixitA.ParnasO.LiB.ChenJ.FulcoC. P., 2016 Perturb-Seq: dissecting molecular circuits with scalable single-cell RNA profiling of pooled genetic screens. Cell 167: 1853–1866.e17.2798473210.1016/j.cell.2016.11.038PMC5181115

[bib16] EckleyD. M.RahimiS.MantillaS.OrlovN. V.ColettaC. E., 2013 Molecular characterization of the transition to mid-life in *Caenorhabditis elegans*. Age 35: 689–703.2261069710.1007/s11357-012-9401-2PMC3636400

[bib17] GarciaL. R.LeBoeufB.KooP., 2007 Diversity in mating behavior of hermaphroditic and male-female *Caenorhabditis* nematodes. Genetics 175: 1761–1771.1727735810.1534/genetics.106.068304PMC1855125

[bib18] GersteinM. B.RozowskyJ.YanK.-K.WangD.ChengC., 2014 Comparative analysis of the transcriptome across distant species. Nature 512: 445–448.2516475510.1038/nature13424PMC4155737

[bib19] GoldenJ. W.RiddleD. L., 1984 The *Caenorhabditis elegans* dauer larva: developmental effects of pheromone, food, and temperature. Dev. Biol. 102: 368–378.670600410.1016/0012-1606(84)90201-x

[bib20] Golden, T. R., and S. Melov, 2007 Gene expression changes associated with aging in C. elegans. WormBook: the online review of *C. elegans* biology pp. 1–12.10.1895/wormbook.1.127.2PMC478158718050504

[bib21] Halaschek-WienerJ.KhattraJ. S.McKayS.PouzyrevA.StottJ. M., 2005 Analysis of long-lived *C. elegans* daf-2 mutants using serial analysis of gene expression. Genome Res. 15: 603–615.1583780510.1101/gr.3274805PMC1088289

[bib22] HeifetzY.LindnerM.GariniY.WolfnerM., 2014 Mating regulates neuromodulator ensembles at nerve termini innervating the *Drosophila* reproductive tract. Curr. Biol. 24: 731–737.2463124010.1016/j.cub.2014.02.042PMC4020355

[bib23] HerndonL. A.SchmeissnerP. J.DudaronekJ. M.BrownP. a.ListnerK. M., 2002 Stochastic and genetic factors influence tissue-specific decline in ageing *C. elegans*. Nature 419: 808–814.1239735010.1038/nature01135

[bib24] HillierL. W.ReinkeV.GreenP.HirstM.MarraM. A., 2009 Massively parallel sequencing of the polyadenylated transcriptome of *C. elegans*. Genome Res. 19: 657–666.1918184110.1101/gr.088112.108PMC2665784

[bib25] HunterJ. D., 2007 Matplotlib: a 2D graphics environment. Comput. Sci. Eng. 9: 99–104.

[bib26] JohnsonT. E.MitchellD. H.KlineS.KemalR.FoyJ., 1984 Arresting development arrests aging in the nematode *Caenorhabditis elegans*. Mech. Ageing Dev. 28: 23–40.654261410.1016/0047-6374(84)90150-7

[bib27] LeightonD. H. W.ChoeA.WuS. Y.SternbergP. W., 2014 Communication between oocytes and somatic cells regulates volatile pheromone production in *Caenorhabditis elegans*. Proc. Natl. Acad. Sci. USA 111: 17905–17910.2545311010.1073/pnas.1420439111PMC4273420

[bib28] LiuH.KubliE., 2003 Sex-peptide is the molecular basis of the sperm effect in *Drosophila* melanogaster. Proc. Natl. Acad. Sci. USA 100: 9929–9933.1289724010.1073/pnas.1631700100PMC187889

[bib29] LiuJ.ZhangB.LeiH.FengZ.LiuJ., 2013 Functional aging in the nervous system contributes to age-dependent motor activity decline in *C. elegans*. Cell Metab. 18: 392–402.2401107410.1016/j.cmet.2013.08.007PMC3811915

[bib30] LundJ.TedescoP.DukeK.WangJ.KimS. K., 2002 Transcriptional profile of aging in *C. elegans*. Curr. Biol. 12: 1566–1573.1237224810.1016/s0960-9822(02)01146-6

[bib31] MackP. D.KapelnikovA.HeifetzY.BenderM., 2006 Mating-responsive genes in reproductive tissues of female *Drosophila melanogaster*. Proc. Natl. Acad. Sci. USA 103: 10358–10363.1679887510.1073/pnas.0604046103PMC1502462

[bib32] MagalhãesJ. D.FinchC.JanssensG., 2010 Next-generation sequencing in aging research: emerging applications, problems, pitfalls and possible solutions. Ageing Res. Rev. 9: 315–323.1990059110.1016/j.arr.2009.10.006PMC2878865

[bib33] McCormickM.ChenK.RamaswamyP.KenyonC., 2012 New genes that extend *Caenorhabditis elegans*’ lifespan in response to reproductive signals. Aging Cell 11: 192–202.2208191310.1111/j.1474-9726.2011.00768.xPMC4342234

[bib34] McGeeM. D.WeberD.DayN.VitelliC.CrippenD., 2011 Loss of intestinal nuclei and intestinal integrity in aging *C. elegans*. Aging Cell 10: 699–710.21501374

[bib35] McKinneyW., 2011 Pandas: a foundational Python library for data analysis and statistics. Python for high performance and scientific computing. Available at http://www.dlr.de/sc/Portaldata/15/Resources/dokumente/pyhpc2011/submissions/pyhpc2011_submission_9.pdf. Accessed: August 10, 2017.

[bib36] MorsciN. S.HaasL. A.BarrM. M., 2011 Sperm status regulates sexual attraction in *Caenorhabditis elegans*. Genetics 189: 1341–1346.2196819210.1534/genetics.111.133603PMC3241412

[bib37] MortazaviA.WilliamsB. A.McCueK.SchaefferL.WoldB., 2008 Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat. Methods 5: 621–628.1851604510.1038/nmeth.1226PMC13303166

[bib38] MurphyC. T.McCarrollS. A.BargmannC. I.FraserA.KamathR. S., 2003 Genes that act downstream of DAF-16 to influence the lifespan of *Caenorhabditis elegans*. Nature 424: 277–283.1284533110.1038/nature01789

[bib39] MurrayJ. I.BoyleT. J.PrestonE.VafeadosD.MericleB., 2012 Multidimensional regulation of gene expression in the *C. elegans* embryo. Genome Res. 22: 1282–1294.2250876310.1101/gr.131920.111PMC3396369

[bib40] OliphantT. E., 2007 SciPy: open source scientific tools for Python. Comput. Sci. Eng. 9: 10–20.

[bib41] PérezF.GrangerB., 2007 IPython: a system for interactive scientific computing Python: an open and general- purpose environment. Comput. Sci. Eng. 9: 21–29.

[bib42] PimentelH.BrayN. L.PuenteS.MelstedP.PachterL., 2017 Differential analysis of RNA-seq incorporating quantification uncertainty. Nat. Methods 14: 687–690.2858149610.1038/nmeth.4324

[bib43] RangarajuS.SolisG. M.ThompsonR. C.Gomez-AmaroR. L.KurianL., 2015 Suppression of transcriptional drift extends *C. elegans* lifespan by postponing the onset of mortality. eLife 4: 1–39.10.7554/eLife.08833PMC472051526623667

[bib44] Reece-HoyesJ. S.DeplanckeB.ShinglesJ.GroveC. A.HopeI. A., 2005 A compendium of *Caenorhabditis elegans* regulatory transcription factors: a resource for mapping transcription regulatory networks. Genome Biol. 6: R110.1642067010.1186/gb-2005-6-13-r110PMC1414109

[bib45] RezávalC.NojimaT.NevilleM.LinA.GoodwinS., 2014 Sexually dimorphic octopaminergic neurons modulate female postmating behaviors in *Drosophila*. Curr. Biol. 24: 725–730.2463124310.1016/j.cub.2013.12.051PMC7613681

[bib46] SchedlT.KimbleJ., 1988 fog-2, a germ-line-specific sex determination gene required for hermaphrodite spermatogenesis in *Caenorhabditis elegans*. Genetics 119: 43–61.339686510.1093/genetics/119.1.43PMC1203344

[bib47] SchindlerA. J.BaughL. R.SherwoodD. R., 2014 Identification of late larval stage developmental checkpoints in *Caenorhabditis elegans* regulated by insulin/IGF and steroid hormone signaling pPathways. PLoS Genet. 10: 13–16.10.1371/journal.pgen.1004426PMC406371124945623

[bib48] SeidelH. S.KimbleJ., 2011 The oogenic germline starvation response in *C. elegans*. PLoS One 6: e28074.2216423010.1371/journal.pone.0028074PMC3229504

[bib49] StroustrupN.UlmschneiderB. E.NashZ. M.López-MoyadoI. F.ApfeldJ., 2013 The *Caenorhabditis elegans* lifespan machine. Nat. Methods 10: 665–670.2366641010.1038/nmeth.2475PMC3865717

[bib50] SulstonJ. E.BrennerS., 1974 The DNA of *Caenorhabditis elegans*. Genetics 77: 95–104.485822910.1093/genetics/77.1.95PMC1213121

[bib51] SulstonJ. E.HorvitzH. R., 1977 Post-embryonic cell lineages of the nematode, *Caenorhabditis elegans*. Dev. Biol. 56: 110–156.83812910.1016/0012-1606(77)90158-0

[bib52] SulstonJ. E.SchierenbergE.WhiteJ. G.ThomsonJ. N., 1983 The embryonic cell lineage of the nematode *Caenorhabditis elegans*. Dev. Biol. 100: 64–119.668460010.1016/0012-1606(83)90201-4

[bib53] Van Der WaltS.ColbertS. C.VaroquauxG., 2011 The NumPy array: a structure for efficient numerical computation. Comput. Sci. Eng. 13: 22–30.

[bib54] WangC.GongB.BushelP. R.Thierry-MiegJ.Thierry-MiegD., 2014 The concordance between RNA-seq and microarray data depends on chemical treatment and transcript abundance. Nat. Biotechnol. 32: 926–932.2515083910.1038/nbt.3001PMC4243706

[bib55] WaskomM.St-JeanS.EvansC.WarmenhovenJ.MeyerK., 2016 Seaborn: v0.7.0 (January 2016). Available at: https://zenodo.org/record/45133#.WYSHRYjytaQ. Accessed: August 10, 2017.

[bib56] XueL.NollM., 2000 *Drosophila* female sexual behavior induced by sterile males showing copulation complementation. Proc. Natl. Acad. Sci. USA 97: 3272–3275.1072537710.1073/pnas.060018897PMC16228

How the deposited data were processed for this re-analysis (not part of the article)

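RNA-seq of whole adults of *C. elegans* was used: wild type (N2) and *fog-2(lf)* (JK574) on the first and the sixth day of adulthood, with 3 libraries in each of 4 conditions, which the paper describes as biological replicates. The estimated counts in the deposited files were made by the authors with kallisto as reads assigned per isoform, with no further scaling. The TPM in the deposited files were made by the authors with kallisto from the same reads, divided by effective length and scaled to the same sum in each library. The processing notes of the submitters name kallisto, sleuth and WBcel235; versions are not given in the sources used here. Raw reads were not used here.

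Estimated counts of 32905 isoforms were rounded to whole numbers. Of these isoforms, 316 matched no gene of the annotation and entered the gene sums under their own sequence names. Isoforms and gene sums were kept by edgeR's filterByExpr over the 4 conditions, scaled with TMM and fitted with edgeR's quasi-likelihood model with age, genotype and interaction terms. The 5 comparisons were age in wild type, genotype on the first day, the interaction, age in *fog-2(lf)* and genotype on the sixth day. Each was called at a Benjamini-Hochberg adjusted p under 0.1 over the isoforms or genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Libraries held 21162593 to 38775999 estimated counts, a sum over the isoforms in the files.

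A gene counted in a signature when at least 1 of its isoforms was called. The female-like signature needed an isoform called for age, genotype and interaction, with the first 2 in the same direction and the third opposite. The slope of the interaction on the sum of age and genotype was fitted by least squares over the isoforms called for all 3. Overlap with ribosomal protein genes was tested with a two-sided Fisher's exact test. The 29 gene lists, chosen from gene names and known functions, were tested on gene sums, adjusted over all genes and over the list alone, and with limma's camera with an estimated correlation. Of these lists, 2 are those the study chose on these samples, the hermaphrodite-specific neuron transcription factors and the G-protein coupled receptor binding genes. The others are sperm (major sperm proteins, and other genes), oocyte and eggshell, meiosis and germ granules, DNA replication, vitellogenins, ribosomal proteins, respiratory chain, myofibril, collagens, FMRFamide-like peptides, neuropeptide-like proteins, insulin-like peptides, neuronal, heat shock, DAF-16 targets, antimicrobial effectors, C-type lectins, cytochrome P450, UDP-glucuronosyltransferases, glutathione S-transferases, fatty acid metabolism, ascaroside synthesis, proteasome, early embryo, male soma and somatic gonad.

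The genes named in the text follow a rule that was set, like the lists, comparisons and alternatives, before the data were examined. It takes every gene the paper names, *fog-2* and its paralog *ftr-1*, whose values in the paper count as seen. It takes the 10 largest increases and decreases in age in either genotype, genotype on the first day and the interaction, among called genes with a mean of at least 10 CPM and, between 2 groups, no overlap of their libraries. It takes up to 4 called members of each list with the largest changes, at 10 CPM or, where none reached it, at 1 CPM. Genes outside the rule are marked as named after their values were seen.

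The alternatives were DESeq2, RLE factors, library totals only, no low-count filter, a filter of at least 5 counts in 47% of the libraries, limma on log2(TPM + 0.5) with 0.1 and 1 as other offsets, an adjusted p under 0.05, gene sums in place of isoforms, only the libraries of the comparison, the replicate number as a block, each library left out, a preset camera correlation of 0.01, and other ways to fit the slope. With 1 library left out, a group kept 2 libraries and shared the spread of the others. Shared controls were examined in 20 simulated sets with no effect and 20 with age and genotype effects but no interaction, and by splitting the first-day wild-type libraries.

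The fits were tested on simulated data with 200 changed isoforms or genes. At a change of 4-fold the isoform fit recovered 47.0% for age, 48.5% for genotype and 24.2% for the interaction; at 2-fold, 26.9%, 14.9% and 10.4%. The gene fit recovered 81.8%, 75.8% and 63.6% at 4-fold, and 31.3%, 55.2% and 26.9% at 2-fold. False calls numbered 2, 5 and 1 for isoforms and 12, 10 and 8 for genes. Camera found 5 of 5 raised lists and 0 of 15 unchanged lists. These lists were random genes simulated without correlation between genes, so this does not show what camera can find in lists whose genes vary together.

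The paper's File S1 was held only in part, with the first 1999 of its 4140 isoforms, so its overlap was not tested. Its age coefficients had a Pearson r of 0.941 with those computed here over 1989 isoforms. The genotype coefficients of File S2, which lists 706 isoforms of 673 genes, had a Pearson r of 0.958 over 705 isoforms. The paper's coefficients come from the same libraries, so these correlations compare methods and are not independent evidence. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.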

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

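All tests of explanations in this part, and the assignments of libraries to other groups, were chosen after the results were seen. Some values they use come from alternatives set before the data were examined. These are library totals, each library left out, other isoforms for the slope, and the first-day wild-type libraries split between age and genotype. The results below stand out because the change with age differed between wild type and *fog-2(lf)* by the interaction test, or because the paper did not analyse the comparison.

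The interaction passed for 76 ribosomal protein genes, 16 myofibril genes and 6 vitellogenin genes (3 without replicate 1 of sixth-day *fog-2(lf)*). The 16 became 5 to 9 without replicate 1 of first-day wild type, replicate 2 or 3 of sixth-day wild type, replicate 1 or 3 of first-day *fog-2(lf)* or any sixth-day *fog-2(lf)* library. Among genes named by rule, the log2 interaction passed with each library left out for *lipl-1* (5.98), *asm-3* (4.17), *asah-1* (3.90), F28H7.3 (3.68), *pud-1.1* (3.59), *pud-2.2* (3.57), *unc-89* (-3.02), *clec-266* (-3.28), C09F9.2 (-3.54) and *rnh-1.3* (-4.03, and -2.23 without replicate 1 of first-day *fog-2(lf)*).

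Other calls were lost when 1 library was left out. For Y39E4B.6 the interaction was 5.91, and 0.41 without replicate 1 of sixth-day *fog-2(lf)*; the call was lost without 9 of the 12 libraries, all but replicate 2 of first-day wild type and replicates 2 and 3 of sixth-day *fog-2(lf)*. For *fmo-2* it was 4.55, lost without any library but replicate 2 of first-day wild type (3.15 to 5.09). For *adh-1* it was 4.11, and 1.75 without replicate 3 of first-day wild type; the call was lost without 9 libraries, all but replicates 1 and 2 of first-day and replicate 2 of sixth-day wild type. For *cpr-1* it was 3.68, and 2.20 without replicate 3 of first-day wild type; the call was lost without replicate 3 of sixth-day wild type (3.40) or replicate 1 of first-day (3.64) or sixth-day *fog-2(lf)* (3.23).

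Negative interactions whose call was lost with 1 library left out were those of *ketn-1* (-3.18), lost without replicate 2 of sixth-day wild type (-2.96), replicate 3 of first-day (-2.67) or replicate 1 of sixth-day *fog-2(lf)* (-3.16), and of *fbn-1* (-2.63), lost without replicate 2 of sixth-day wild type (-2.31) or replicate 1 of first-day (-2.19) or sixth-day *fog-2(lf)* (-2.37). The call of *ttn-1* (-3.10) was lost without replicate 2 or 3 of sixth-day wild type, replicate 3 of first-day or replicate 1 or 2 of sixth-day *fog-2(lf)* (-4.07 to -2.59 over the 12). That of *unc-22* (-2.83) was lost without these or replicate 3 of sixth-day *fog-2(lf)* (-3.45 to -2.33). That of Y65B4BL.1 (-2.74) was lost without 8 libraries, all but replicates 2 and 3 of first-day wild type, replicate 1 of sixth-day wild type and replicate 2 of first-day *fog-2(lf)* (-3.17 to -2.17). That of *him-4* (-2.50) was lost without 9, all but replicates 1 and 2 of first-day wild type and replicate 2 of first-day *fog-2(lf)* (-3.47 to -2.03).

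Between *fog-2(lf)* and wild type on the sixth day, a comparison the paper did not report on its own, 1499 isoforms differed, 822 higher and 677 lower; the direction flipped to 312 higher and 1125 lower with libraries scaled by their totals and to 461 and 3198 with limma on log2(TPM + 0.5). The 1499 became 652, 326 and 486 without replicates 1, 2 and 3 of sixth-day wild type, 912 without replicate 3 of first-day and 374 and 668 without replicates 1 and 2 of sixth-day *fog-2(lf)*, and 2167 without replicate 2 of first-day wild type.

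Ribosomal protein genes fell with age in wild type and, in the median, not in *fog-2(lf)*; the interaction passed for 76 of 82 and not for 6, and as a set under limma's camera the list had an adjusted p = 0.391 with an estimated correlation. Less that of the 50 other genes closest in transcript length, their interaction had a median of 0.39 (quartiles 0.29 and 0.48), which argues against length as the whole cause. The median was 0.64 without replicate 1 of first-day wild type, the library with the strongest length trend, which argues against that library. For 79 of 82 genes the sixth-day groups did not overlap, which argues against 1 sixth-day library. Chance gives 5% for a single gene in that direction, and 21.3% of all genes did so. The ribosomal genes vary together (estimated correlation 0.732), so the 79 are not independent replicates. With libraries scaled by their totals the median interaction was 0.36, where that of all genes was -0.26, and 15 genes passed, so scaling stays open for the number called. A biological difference between the genotypes with age stays open and was not tested.

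Some myofibril genes fell further with age in *fog-2(lf)* than in wild type: the interaction passed for 16 of 34 and not for 18, and as a set under limma's camera the list had an adjusted p = 0.414 with an estimated correlation. Less that of the genes closest in length the median interaction of the 34 was -1.1 (quartiles -1.47 and -0.46), and it was -0.9 without replicate 1 of first-day wild type, which argues against length as the whole cause and against that library. A biological difference between the genotypes in muscle stays open and was not tested.

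The slope of the epistasis plot over all isoforms tested was -0.557, and the first-day wild-type libraries enter the age, genotype and interaction terms at once. Simulated libraries that share them gave a median of -0.664 with no effect and of -0.337 (-0.347 to -0.328) with age and genotype effects but no interaction, so a negative slope alone cannot be told apart from the effect of shared libraries. Its size was not reached by the second kind, nor over the isoforms called for age and genotype (-0.487, against -0.134, -0.218 to -0.0973), which goes against shared libraries as the whole cause. It stays open because these values rest on simulated effects. Splitting these libraries between age and genotype (-0.522, -0.539 and -0.525 over the isoforms called for all 3 terms, against -0.530 unsplit) leaves them all in the interaction, so it decides nothing here. Shared libraries also stay open for the female-like signature: in 20 simulated sets the highest number of its genes was 0, against 286, but the sets were made with no interaction, which the definition needs, so the test excludes nothing.

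The 6 libraries of each comparison make 10 splits into 3 and 3, too few for a share under 0.05. The real split, 1 of 10, called 6708 isoforms for age in wild type (highest other 2), 1650 for genotype on the first day (4), 5686 for age in *fog-2(lf)* (4) and 1499 for genotype on the sixth day (4). Among 100 assignments of the 12 libraries to 4 groups of 3, 1 of 100, the real one, gave as many interaction isoforms (903, highest other 639), genes in both signatures (954, highest other 2) or female-like genes (286, highest other 2). Random groupings of the 12 libraries thus seldom gave such counts. Mixed groups do not keep the age and genotype effects and called hardly anything for either. So this does not say whether genes in both, or female-like genes, exceed what unrelated changes would give. Nor does it say whether the interaction isoforms exceed what age and genotype effects without an interaction would give. The assignment with 639 kept the 3 sixth-day *fog-2(lf)* libraries together as 1 group, and its calls may come from that group. For the slope over all isoforms, 95 of 100 were as negative as -0.557, the steepest other being -0.782; each assignment shares a reference group between the terms, which alone makes the slope negative, so this says nothing about chance.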

How the results depend on the processing

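No alternative in this part was chosen after the data were seen. The cause was not tested for the results below that moved. What depth limits was not tested by varying it; the isoform fit, with fewer counts per feature and a wider spread (biological coefficient of variation 0.518, against 0.240 for genes), recovered fewer of the simulated changes in each comparison. The median of all genes with age in wild type, near 0 with TMM, moved to 0.42 with library totals and 0.37 with limma.

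DESeq2 called 3564 isoforms for genotype on the first day, 3101 for the interaction and 3632 for genotype on the sixth day, with 2038 genes in both signatures, 892 female-like genes and 414 genes shared with the paper's list. Library totals gave 1890 interaction isoforms, 1704 genes in both signatures, 731 female-like genes and a reversed ribosomal odds ratio of 0.714. Among lists with most of their members called and named genes called, medians with age in wild type reversed there for DAF-16 targets (0.03), antimicrobial effectors (0.15), cytochrome P450 (0.01) and proteasome (0.12), as did *mcm-4* (0.17), *mcm-7* (0.10) and *rnr-1* (0.04). No low-count filter gave 1058 genotype isoforms on the first day, 616 genes in both, 167 female-like genes, a slope of -0.532 and 150 shared with the paper's list. Limma on log2(TPM + 0.5) gave 10514 isoforms for age in wild type (10315 and 10570 with offsets of 0.1 and 1), 3098 for the interaction, 3659 for genotype on the sixth day, 1482 genes in both, 737 female-like genes, a slope of -0.494 and a reversed odds ratio of 0.465. Reversed there with age, among the same lists and genes, were antimicrobial effectors (0.27), cytochrome P450 (0.03), proteasome (0.11), *mcm-4* (0.40), *mcm-7* (0.09), *rnr-1* (0.02) and *spp-10* (0.02), and for the interaction *htp-2* (-0.03), *puf-5* (-0.02), *rpn-5* (-0.07) and *rpn-13* (-0.01). An adjusted p under 0.05 gave 636 isoforms for genotype on the first day, 190 for the interaction, 536 for genotype on the sixth day, 369 genes in both, 63 female-like genes, a slope of -0.523 and 60 shared with the paper's list. Counts summed per gene gave 2671 for genotype on the first day, 2233 for the interaction, 2967 for genotype on the sixth day, 1670 genes in both, 760 female-like genes, a slope of -0.517, an odds ratio of 1.701 and 359 shared. Only the libraries of the comparison gave 151 isoforms on the first day and 3236 on the sixth. Orthogonal distance regression gave a slope of -0.537, all isoforms called for age and genotype -0.487, and the 3 splits of the first-day wild-type libraries -0.522, -0.539 and -0.525. With the preset correlation of 0.01, 63 of 116 list and comparison pairs passed camera, against 0 with an estimated correlation.

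The replicate number as a block gave 463 interaction isoforms, 161 female-like genes, a slope of -0.575, an odds ratio of 3.425 (Fisher's exact p = 0.0632) and 132 genes shared with the paper's list. Of 18 pairs with the same number 5 correlated over 0.1 (-0.115 to 0.172); the 6 pairs of replicate 1 lay at 0.079 or more, and 19 of 36 checks were best with the own number, where chance gives 12. Since not each pair was over 0.1 and no source says what a number stands for, the block was kept as an alternative; a partial sharing within a number stays open.

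Leaving out 1 library gave 4936 to 6683 isoforms for age in wild type, 382 to 2765 for genotype on the first day, 178 to 1796 for the interaction, 3553 to 6362 for age in *fog-2(lf)* and 326 to 2167 for genotype on the sixth day. It gave 251 to 1575 genes in both signatures, 69 to 723 female-like genes, slopes of -0.662 to -0.512, odds ratios of 0 to 10.126, 56 to 287 genes shared with the paper's list, 1271 to 1870 calls over the gene lists and 337 to 410 over the named genes. Among named genes called and lists with most of their members called, signs reversed within the ranges of the medians with age in wild type of antimicrobial effectors (-0.66 to 0.21), major sperm proteins (-5.34 to 0.11) and other sperm genes (-1.63 to 0.09), of DAF-16 targets with age in *fog-2(lf)* (-0.10 to 0.21), of *msp-33* by genotype on the first day (-3.8 to 0.32) and of *msp-36* with age in wild type (-6.68 to 0.62).

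Among values of named genes, 463 kept their call and direction with DESeq2, 467 with RLE factors, 404 with library totals, 387 with limma, 450 with no low-count filter and 443 with the block. Among list counts, 209, 229, 152, 145, 206 and 214 stayed within 1.5 times.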

Differences from the paper's values

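Counts below use the paper's threshold of 0.1, with edgeR in place of sleuth. The paper states up to 19 M mapped reads per replicate, against 38.8 M estimated counts in the fullest library here, and 20 M in its Discussion, against a median of 31.7 M; these totals have no alternatives.

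The paper gives 4552 genes changed with age in both genotypes, and 3019 with an isoform called in each genotype were found here. The paper's number equals its 5592 aging genes less its 1040 shared with the genotype; counted so, 4943 were found here, and 5221 aging genes had no isoform with an interaction; both are within 1.5 times. For the 3019, among the alternatives set before the data were examined, DESeq2, library totals, at least 5 counts in 47% of the libraries, limma on log2(TPM + 0.5), gene sums and leaving out replicate 2 of first-day wild type came within 1.5 times; the other 15 of 21 did not (2007 to 3993 over all). The paper selects 1040 genes called for all 3 coefficients, and 303 were found here. DESeq2, library totals, limma, gene sums and leaving out replicate 2 of first-day wild type came within 1.5 times; the other 16 of 21 did not (67 to 961 over all). The paper gives the same 1040 for genes in 2 signatures, where 954 were found here.

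The paper's slope has a size of 0.51 (error 0.01, kind not stated) and the one here a size of 0.559, both below 0; here the test is whether the gap exceeds the error. Gene sums and leaving out replicate 1 or 3 of first-day wild type came within the error; the other 24 of 27 did not (0.487 to 0.662 over all). The paper gives 17 ribosomal constituents in the female-like state, from an annotation term, and 7 were found here from a list of 82 genes. Only DESeq2 came within 1.5 times; the other 20 of 21 did not (0 to 23 over all).

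The paper includes *flp-9* among the genes changed in *fog-2(lf)*; it did not pass here, with a log2 fold change of 0.74 (adjusted p = 0.11, edgeR quasi-likelihood test, Benjamini-Hochberg), and passed with DESeq2, library totals, limma on log2(TPM + 0.5) and without replicate 2 of either first-day group. The other 13 of its 14 genes passed. The paper describes its *fog-2(lf)* signature as rich in genes of translation and respiration, and no term test was run here. On gene sums, 8 of 82 ribosomal protein genes and 3 of 42 respiratory chain genes passed by genotype on the first day, where 18.3% of all genes did. The paper's legend says that the genes shared by both signatures keep their level with age in *fog-2(lf)*. Of the 913 isoforms called for both here 368 passed for age in *fog-2(lf)*, and of the 793 that moved the same way 260 did. Of all 6708 isoforms called for age in wild type 3092 passed there, a larger share than in either set.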

Other observations

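No explanation was tested in this part. Calls are from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment on gene sums. As sets under limma's camera with an estimated correlation, the lists of this part did not pass: with age in wild type the adjusted p was 0.142 for vitellogenins, 0.176 for ascaroside synthesis, insulin-like peptides and male soma, and 0.406 (collagens) to 0.965 (meiosis) for the others; it was 0.582 and 0.624 for vitellogenins with age in *fog-2(lf)* and by genotype on the sixth day, and 0.624 for heat shock genes on the sixth day. Yolk protein genes fell with age in wild type, 6 of 6, and *vit-1* went from 8344 to 75.2 CPM (n = 3 each), a log2 fold change of -6.79 (standard error 0.57). In *fog-2(lf)* 5 of 6 fell, and *vit-1* went from 3233 to 263 CPM (n = 3 each). On the first day 4 were lower in *fog-2(lf)* and none higher. The 4 became 2 without replicate 1 or 3 of first-day wild type, replicate 3 of first-day or replicate 2 of sixth-day *fog-2(lf)*, and 1 without replicate 1 or 2 of first-day *fog-2(lf)*. Of 9 genes of ascaroside synthesis 9 fell with age in wild type, with *daf-22* at -1.41 (standard error 0.21), and 4 fell and none rose in *fog-2(lf)*.

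With age in wild type, 13 of 23 insulin-like peptide genes rose and none fell; *ins-7* rose by 1.08 (standard error 0.28). Of 102 collagen genes 18 rose and 49 fell. Of 24 heat shock genes 2 rose and 8 fell (3 with library totals or limma), with a median of -0.20 that flipped with library totals (0.21), limma (0.31) and without replicate 1 of first-day wild type (0.01); among them were *hsp-25* (-1.35, standard error 0.12) and *hsp-110* (-0.74, standard error 0.15). Of 15 DAF-16 targets 4 rose and 6 fell, and of 57 antimicrobial effectors 19 rose and 24 fell, with medians that flipped with library totals, and for the latter also with limma; *ilys-3* had a value of 5.04 (standard error 1.08) and *spp-4* of -6.76 (standard error 0.54). Of 96 C-type lectin genes 16 rose (25 with library totals) and 44 fell, and *clec-49* fell by 4.72 (standard error 0.34). Of 63 cytochrome P450 genes 15 rose and 27 fell, with a median that flipped with library totals and with limma, and *cyp-35A2* had a value of -4.10 (standard error 0.38). Of 62 UDP-glucuronosyltransferases 12 rose (20 with library totals) and 27 fell, with *ugt-22* at -4.06 (standard error 0.40). Of 40 glutathione S-transferases 6 rose and 23 fell, with *gst-27* at -4.47 (standard error 0.34). Of 38 fatty acid genes 9 rose (5 without replicate 1 or 3 of sixth-day wild type) and 20 fell, with *elo-2* at -3.50 (standard error 0.37).

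Of 35 meiosis genes 7 rose and 7 fell with age in wild type (23 and none with library totals); the 7 that rose became 4 without replicate 3 of first-day wild type, replicate 2 or 3 of sixth-day wild type or replicate 2 or 3 of sixth-day *fog-2(lf)*. In *fog-2(lf)* 15 rose (9 without replicate 3 of first-day *fog-2(lf)*), with *htp-3* at 0.73 (standard error 0.07). Of 20 DNA replication genes 1 rose and 4 fell with age in wild type (16 and none with library totals); the 1 became 0 without replicate 3 of first-day or of sixth-day wild type and 2 without replicate 1 of sixth-day wild type. Of 13 major sperm protein genes 11 fell with age in wild type, 1 without replicate 2 of first-day wild type and 6, 4 and 5 without replicates 1, 2 and 3 of sixth-day wild type. Of 19 early embryo genes 7 rose and 3 fell, with *pha-4* at 1.92 (standard error 0.31). Of 5 genes of the male soma 3 rose, *her-1*, *try-5* and *lov-1*, each under 3 CPM in the mean of either wild-type group.

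On the sixth day, 9 of 24 heat shock genes were lower in *fog-2(lf)* and none higher (1 higher with DESeq2, RLE factors or no low-count filter, and without replicate 1 or 2 of first-day wild type, replicate 1 of sixth-day wild type or replicate 2 of first-day *fog-2(lf)*). The 9 became 0 without replicate 1 or 2 of sixth-day *fog-2(lf)*, 1 without replicate 2 of sixth-day wild type and 3 without replicate 3 of either sixth-day group. Of 6 vitellogenins 2 were higher and none lower; the 2 became 0 without replicate 1 of sixth-day *fog-2(lf)*, 1 without replicate 1 or 3 of sixth-day wild type, 5 without replicate 2 of first-day wild type and 3 without replicate 3 of first-day wild type or of sixth-day *fog-2(lf)*.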
